# Nutrient-derived signals regulate eosinophil adaptation to the small intestine

**DOI:** 10.1073/pnas.2316446121

**Published:** 2024-01-25

**Authors:** Vassily I. Kutyavin, Lisa L. Korn, Ruslan Medzhitov

**Keywords:** eosinophils, small intestine, retinoic acid, inflammation

## Abstract

Eosinophils are well recognized as effector cells of type 2 immunity, yet they also accumulate in many tissues under homeostatic conditions. However, the processes that govern homeostatic eosinophil accumulation and tissue-specific adaptation, and their functional significance, remain poorly defined. Here, we investigated how eosinophils adapt to the small intestine (SI) microenvironment and the local signals that regulate this process. We observed that eosinophils gradually migrate along the crypt–villus axis, giving rise to a villus-resident subpopulation with a distinct transcriptional signature. Retinoic acid signaling was specifically required for maintenance of this subpopulation, while IL-5 was largely dispensable outside of its canonical role in eosinophil production. Surprisingly, we found that a high-protein diet suppressed the accumulation of villus-resident eosinophils. Purified amino acids were sufficient for this effect, which was a consequence of accelerated eosinophil turnover within the tissue microenvironment and was not due to altered development in the bone marrow. Our study provides insight into the process of eosinophil adaptation to the SI, highlighting its reliance on nutrient-derived signals.

## Significance

In addition to protecting the host from pathogenic microbes, immune cells perform noncanonical physiological functions which require tissue-specific adaptation. Eosinophils are immune cells that are particularly abundant in the nutrient-rich small intestine (SI), but whether nutrients guide their adaptation to this tissue is largely unexplored. In this study, we found that eosinophils gradually migrate along the crypt–villus axis and develop into a transcriptionally distinct villus-resident subpopulation. We determined that this adaptation depends on retinoic acid, a metabolite of vitamin A. Furthermore, we unexpectedly found that high levels of dietary amino acids limit the accumulation of villus-resident eosinophils by accelerating eosinophil turnover. This study highlights the important role of dietary nutrients in shaping the immune cell populations of the SI.

Apart from their canonical functions in antimicrobial defense, many immune cells perform a wide range of homeostatic functions that protect tissue integrity and support physiologic processes (1–8). Homeostatic functions of immune cells depend on the tissues in which they reside, and circulating cells acquire tissue-specific characteristics upon recruitment that are either imparted through local signals or preprogrammed during development (9). These cell populations are regulated by distinct sets of signals that are immune cell lineage-specific. Notably, myeloid cells exhibit significant heterogeneity and can be further divided into circulating and tissue-resident subsets possessing unique tissue-specific characteristics (2, 6).

While eosinophils are generally regarded as effector cells that accumulate in the settings of type 2 inflammation, drug reactions, hypereosinophilic syndromes, and gastrointestinal diseases (10–13), they also appear in diverse forms under homeostatic conditions (14, 15). Like other myeloid cells, eosinophils can be found in circulating and tissue-resident pools. After eosinophil maturation in the bone marrow and entry into the circulation, processes that depend on the cytokine IL-5, eosinophils spend a short time in the circulation (half-life of only a few hours) before migrating into tissues or dying (10, 16–18). Several homeostatic functions of tissue eosinophils have been shown, including roles in tissue repair, glucose metabolism, and mammary gland development (19–23). The full range of eosinophil homeostatic functions and their underlying mechanisms are not well known.

Among all tissues, the small intestine (SI) contains the largest population of resident eosinophils in mice and humans under homeostatic conditions, owing to local signals that drive constitutive recruitment and extend survival of eosinophils (11, 17, 24, 25). Eosinophils in the SI have been shown to regulate local immune responses to microbes, parasites, and allergens and to influence tissue architecture in response to damage or microbial perturbation (14, 26–34). Several functions of SI eosinophils additionally depend on the presence and composition of the commensal microbiota (26, 33, 34). Eosinophil recruitment to the SI depends on the eotaxin chemokines, Ccl11 and Ccl24 (35, 36), while regulation of eosinophil survival is not fully understood; multiple factors, including IL-5, common gamma chain cytokines, SIRPα, IL-33, Neuromedin U, and retinoic acid (RA), have been implicated (17, 33, 34, 37–39).

Previous studies have shown that SI eosinophils are transcriptionally distinct from eosinophils in other tissues and consist of distinct subsets, although this heterogeneity remains poorly understood (39–41). In addition, recent studies have started to identify specific signaling pathways that regulate eosinophil adaptation to the SI (40–44). For example, two recent studies identified the aryl hydrocarbon receptor (AHR), a sensor of diverse environmental and endogenous molecules, as a regulator of eosinophil adaptation to the SI (41, 42). Still, the understanding of this process remains incomplete. In particular, it remains unclear whether the eosinophil heterogeneity and adaptation in the SI is related to their localization within the crypt–villus architecture, which contains zones with distinct epithelial cell composition and gene expression (45, 46). As eosinophils enter and migrate through these zones, the course of their adaptation might depend on signals that are produced in a zone-specific manner.

Intriguingly, eosinophils are most abundant in the proximal SI (comprising the duodenum and jejunum), the segment of the intestine most exposed to dietary nutrients, raising the question of whether these cells are regulated by nutrient-derived signals. Circulating eosinophil levels are known to depend on food intake by a mechanism involving type 2 innate lymphoid cell (ILC2)-derived IL-5 (18, 47–49), but outside of a few studies that examined the effects of high fat diet (41, 50), the impact of dietary nutrients on eosinophils within the SI itself remains largely unexplored.

Here, we show that eosinophils adapt to the SI under homeostatic conditions as they migrate up the crypt–villus axis, resulting in a villus-resident eosinophil subset with a distinct transcriptional signature. This adaptation depends on RA receptor (RAR) signaling and is suppressed by high levels of dietary amino acids, which accelerate eosinophil turnover in the tissue. Overall, we identified a homeostatic process of eosinophil adaptation to the SI that is regulated by nutrient-derived signals.

## Results

To study how eosinophils adapt to the SI, we first used a BrdU pulse–chase approach to examine how their localization within the tissue microenvironment changes over the course of their residency. In this method, proliferating eosinophil progenitors are temporarily labeled with BrdU during a 24-h pulse, giving rise to a limited population of mature eosinophils that retain the BrdU label indefinitely because they are postmitotic. Using immunofluorescence microscopy, we identified this population of BrdU+ eosinophils at different time points after the initial labeling, allowing us to track their location in the tissue over time (Fig. 1 *A* and *B*). We focused on the proximal SI (duodenum and jejunum) because it contains the majority of SI eosinophils (33). At the earliest time point (3 d after BrdU), BrdU+ eosinophils were concentrated primarily around the crypts, with few cells identified in the villi (Fig. 1 *C* and *D*). Over the next 15 d (the extent of eosinophil survival) (17), the distribution of eosinophils gradually shifted toward the tips of the villi (Fig. 1 *C* and *D*). These data indicate that eosinophils initially enter the tissue near the crypts and subsequently migrate along the crypt–villus axis, resulting in the older cells being concentrated in the upper villus.

**Fig. 1.**
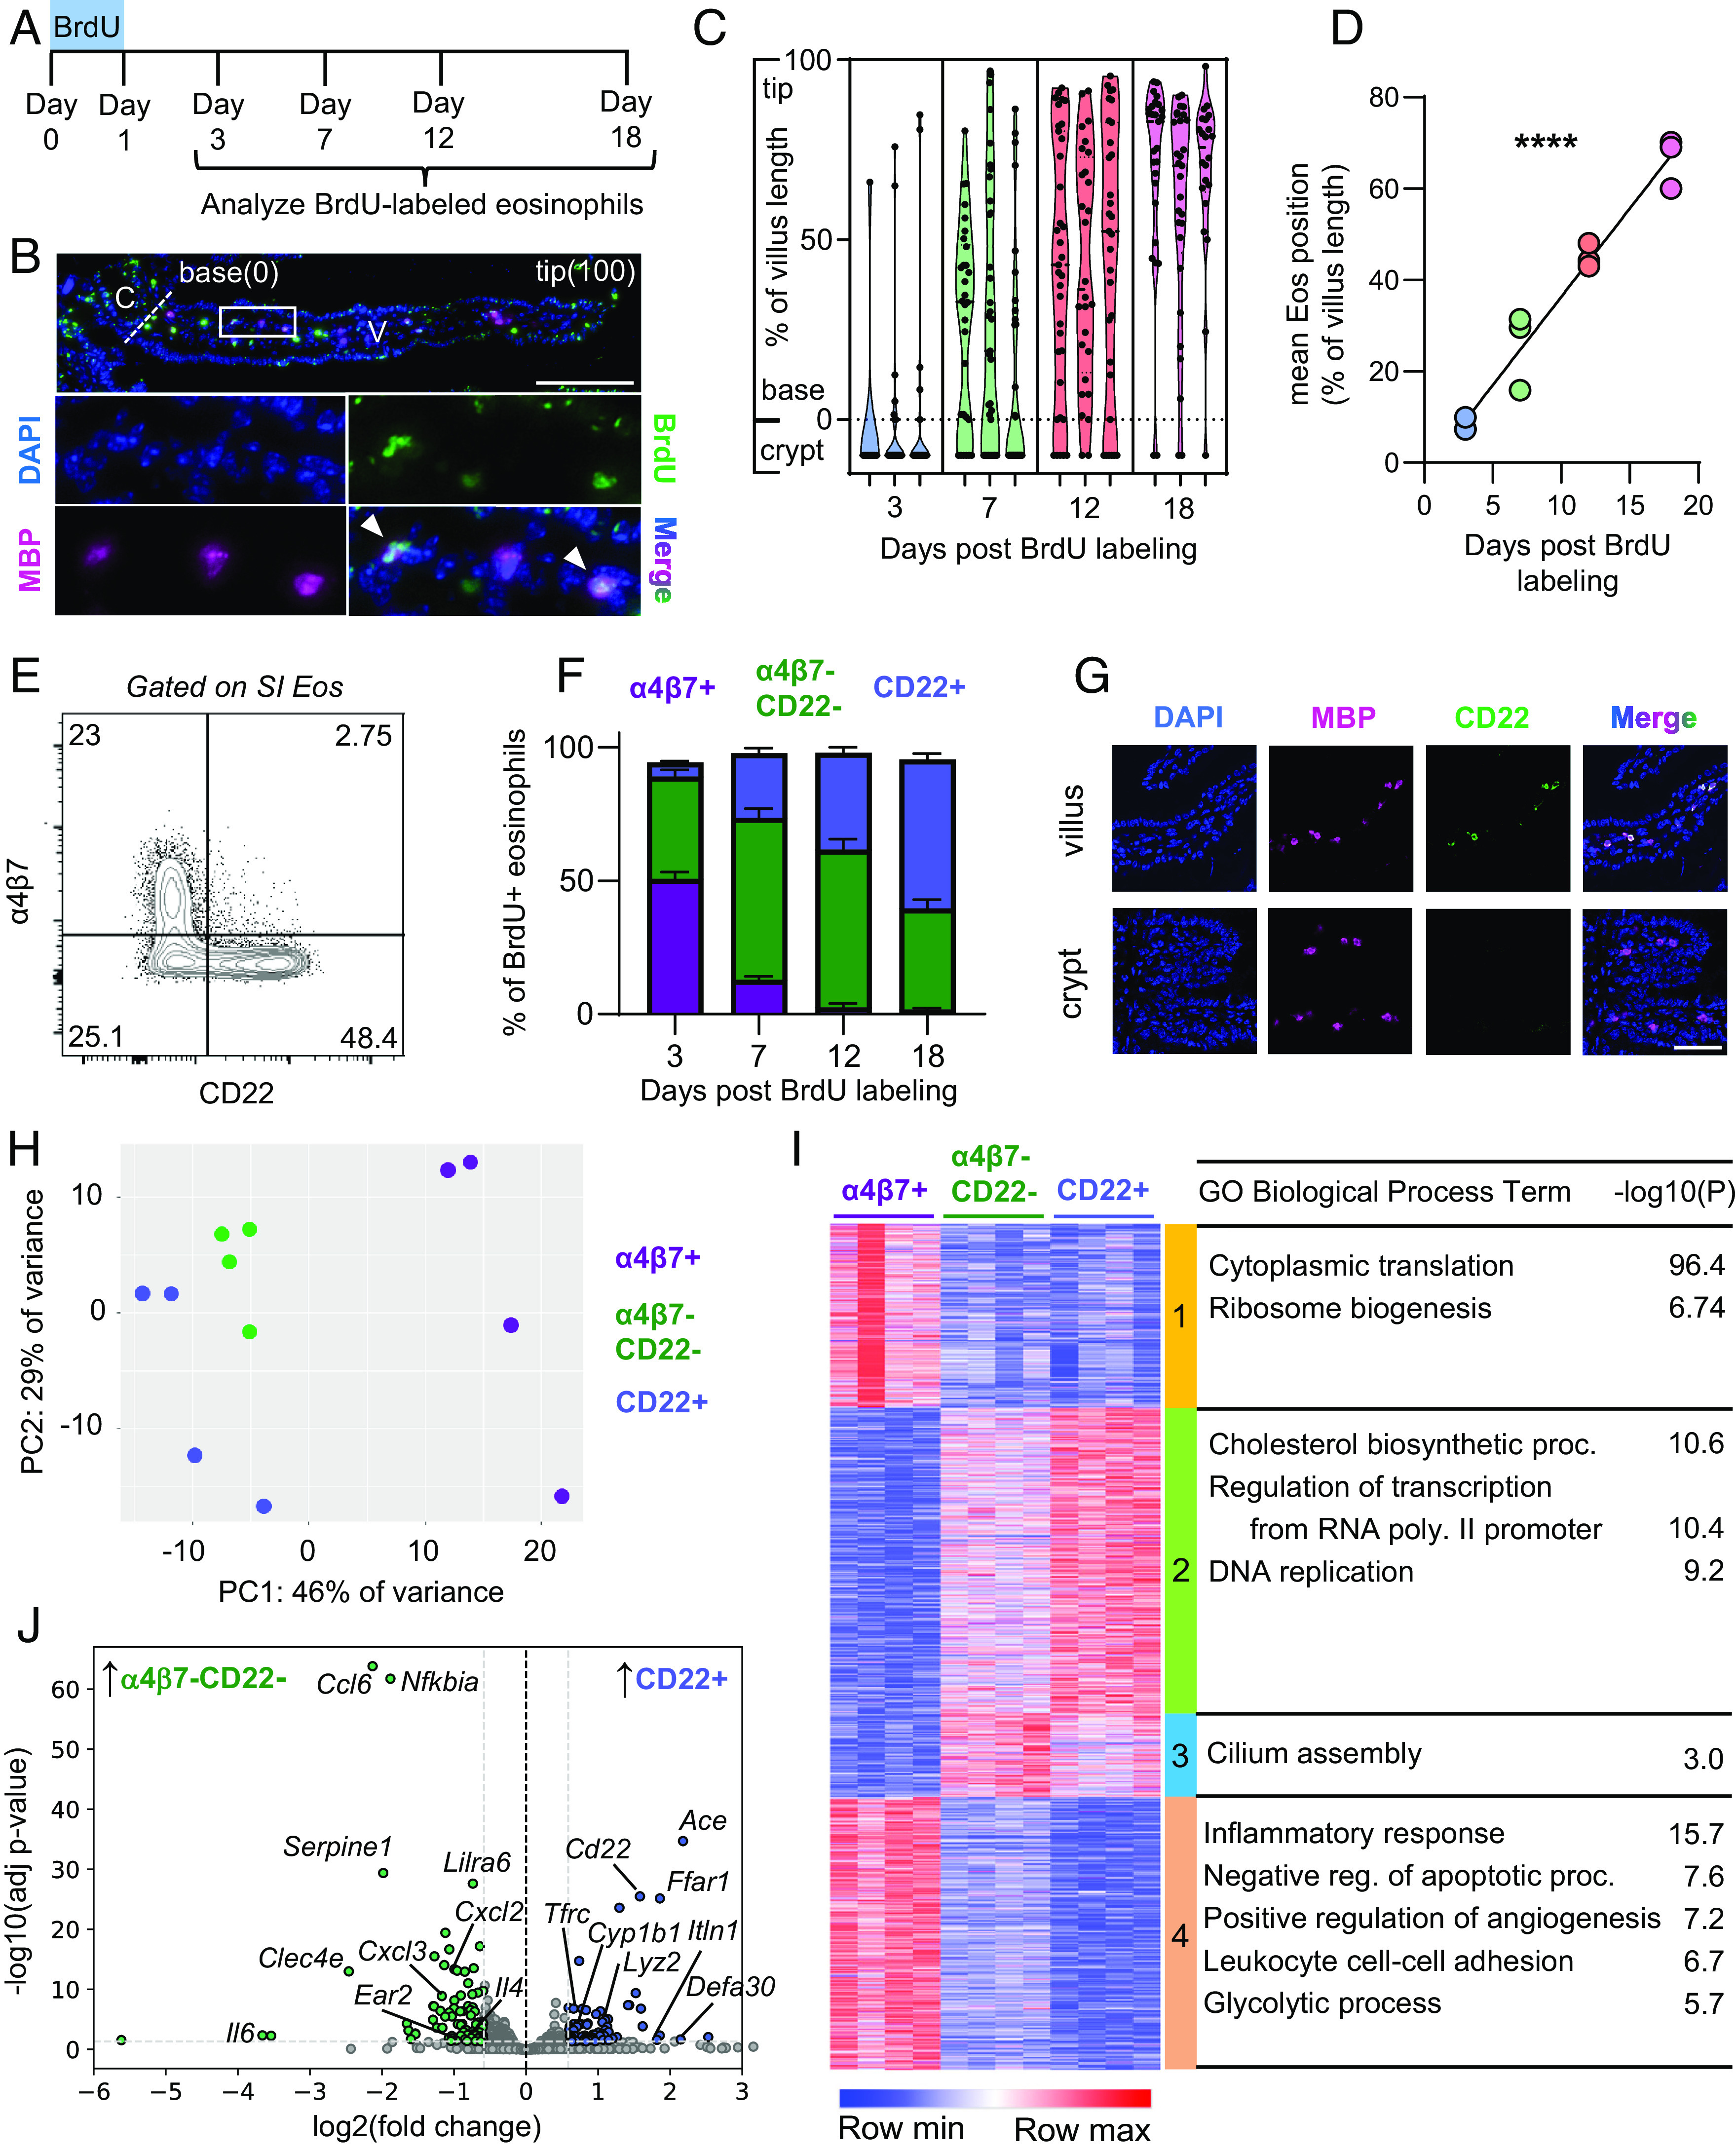
Eosinophil adaptation to the SI produces a distinct villus-resident subpopulation. (*A*) Diagram of BrdU pulse–chase protocol, showing the 24-h BrdU administration period followed by analysis of BrdU-labeled eosinophils in the proximal SI at indicated time points. (*B*) *Top*: Representative microscopy image of BrdU (green), MBP (magenta), and DAPI (blue) immunofluorescence staining in the crypt and villus of the proximal SI on day 12 of the experimental protocol shown in (*A*). (Scale bar, 100 μm.) Locations of the villus (V) tip, villus base, and crypt (C) are indicated. *Bottom*: Enlarged images of the outlined region in the top image showing the indicated staining. Arrowheads in the merged image indicate BrdU-labeled eosinophils (BrdU+ MBP+). (*C* and *D*) Violin plots (*C*) depict spatial distribution of BrdU-labeled eosinophils along the crypt–villus axis at different time points. Each violin plot represents an individual mouse, and each point represents an individual eosinophil. Position on the *y*-axis corresponds to the relative position along the length of the crypt–villus axis, based on the tissue landmarks depicted in (*B*) (100 = villus tip; 0 = villus base; <0 = crypt). The scatter plot (*D*) shows mean eosinophil positions calculated from the data in (*C*) (each point represents an individual mouse). Data are representative of 2 experiments with 3 mice per group. Data were analyzed by linear regression analysis (slope = 3.868, R^2^ = 0.96, ^∗∗∗∗^*P* < 0.0001). (*E*) Representative flow cytometry plot showing α4β7 and CD22 staining on proximal SI lamina propria (LP) eosinophils. (*F*) Quantification of α4β7+, α4β7− CD22−, and CD22+ subset frequencies in BrdU-labeled eosinophils isolated at indicated time points of the experimental protocol shown in (*A*) (representative of 2 experiments with 3 mice per group). Data in (*F*) are mean ± SEM. (*G*) Representative confocal immunofluorescence microscopy images depicting MBP (magenta), CD22 (green), DAPI (blue), and merged staining in crypt and villus regions of the proximal SI [representative of 2 experiments with 2 to 3 mice per group (Scale bar, 50 μm.)]. (*H*) Principal component analysis (PCA) of transcriptomes of α4β7+, α4β7− CD22−, and CD22+ eosinophil subsets isolated by FACS from the proximal SI LP. Each point indicates an individual biological replicate (2 mice pooled/replicate). (*I*) Heatmap of K-means (K = 4) clustering of transcriptomic profiles for differentially expressed genes (fold change > 1.5, adjusted *P*-value < 0.05) across the three eosinophil subsets. Each cluster is indicated by a different vertical color bar. Representative pathways (GO biological process) enriched in each cluster and their corresponding *P*-values are shown in the table on the *Right*. (*J*) Volcano plot depicting differentially expressed genes in a direct comparison of α4β7− CD22− and CD22+ SI eosinophils, plotted according to fold change and adjusted *P*-value. Genes enriched in α4β7− CD22− eosinophils are located to the left of the divider, while genes enriched in CD22+ eosinophils are located to the right.

We next asked whether eosinophil residence in the SI was associated with changes to cellular phenotype. Initial analysis of known eosinophil surface molecules by flow cytometry revealed three subsets distinguished by variable expression of the gut-homing integrin α4β7 and the lectin CD22 (α4β7+, α4β7− CD22−, and CD22+ subsets) (Fig. S1*E* and *SI Appendix*, Fig. S1*A*). CD22 was previously shown to be specifically expressed on eosinophils in the SI (44), suggesting that it marks a unique population adapted to this tissue environment. Combining our BrdU pulse–chase approach with flow cytometry, we found that expression of α4β7 and CD22 was highly correlated with eosinophil age: α4β7 marked younger eosinophils, while CD22 was up-regulated on a subset of eosinophils over time, and an intermediate population expressed neither marker (Fig. 1*F* and *SI Appendix*, Fig. S1*B*). Consistent with our earlier observation of older eosinophils localizing to the villi (Fig. 1*C*), we found that CD22 was selectively expressed by a subset of villus-resident eosinophils (Fig. 1*G*). The three populations also differed in their size and total granularity (*SI Appendix*, Fig. S1*C*), as well as the expression of CD11c and PD-L1 (*SI Appendix*, Fig. S1*D*), two other surface markers previously shown to distinguish subsets of intestinal eosinophils (40, 41, 43). These data indicate that eosinophils undergo additional adaptation as they migrate from crypt to villus.

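RNA from the α4β7+, α4β7− CD22−, and CD22+ subsets was sequenced as 4 libraries per subset, 12 in all. For each library, 225000 to 415000 eosinophils were sorted from the lamina propria of the proximal SI of 2 pooled mice. The sorted cells were live, CD45+ CD11b+ SiglecF+ MHCII− Ly6G−. The sample labels describe female C57BL/6J mice, whereas the paper states that male and female mice were used for its experiments. From each sample, 3 ng of RNA with an RNA integrity number between 6.3 and 7.6 entered library preparation with a stranded total RNA kit made for small inputs, and the libraries were sequenced with paired-end reads.

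The authors pseudoaligned the trimmed reads to the mouse genome (mm10) with Kallisto, which estimates counts from the transcripts each read is compatible with, and normalized the counts with DESeq2. The deposited values are these normalized counts for 36047 genes with Ensembl identifiers, of which 26372 carry a gene symbol. They are not whole numbers, and whole reads could not be recovered from them, so the raw counts behind them were not used here. The normalized counts summed to between 15783607 and 16915755 per library in the α4β7+ subset (median 16231356.5), between 15011473 and 15740374 in the α4β7− CD22− subset (median 15121922.5), and between 14286474 and 14758267 in the CD22+ subset (median 14662693). The lowest values in a library clustered near the value of 1 read, which lay between 0.852 and 1.159 normalized counts. Dividing by it gave an estimated 13858261 to 17321909 reads per library, with medians of 14834676, 15284222.5, and 15189743 in the α4β7+, α4β7− CD22−, and CD22+ subsets. A floor of 3 reads then corresponded to 2.56 to 3.48 normalized counts. These reads and floors are approximate, since not all low values lay near the value of 1 read. The floor covers counting error only, since PCR copies of a molecule are not independent molecules.

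Differential expression was tested on log2(normalized count + 1) with limma, in a model of all 12 libraries, for the 15249 genes whose average normalized count was above 10, the minimum the paper applied. Genes were called differentially expressed at the paper's thresholds, a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. Adding 1 to each count shrinks the fold changes of genes with low counts. No library pair held identical values, and the correlation of log2 values between libraries ranged from 0.921 to 0.966. Replicate numbers 1 to 4 occur in each subset, but the paper's text does not state whether libraries with the same number came from the same mice. Means are given ± SD over the 4 libraries of a subset.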

To investigate the transcriptional changes occurring during eosinophil adaptation to the SI, we sorted α4β7+, α4β7− CD22−, and CD22+ eosinophils (corresponding approximately to younger, intermediate, and older eosinophils, respectively) and subjected them to RNA sequencing (29). The three populations exhibited distinct transcriptional profiles (Fig. 1*H*). 

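Of the genes tested, 1228 were differentially expressed between the α4β7− CD22− and α4β7+ subsets, 564 higher and 664 lower in α4β7− CD22−. Between the CD22+ and α4β7+ subsets, 1829 genes were differentially expressed, 854 higher and 975 lower in CD22+. The CD22+ and α4β7− CD22− subsets differed in 92 genes, 32 higher and 60 lower in CD22+. The share of genes called higher depended on the scaling. With rescaling by the 75th percentile, 960 of 1853 genes were higher in CD22+ than in α4β7+, and with quantile normalization 614 of 1216 were higher in α4β7− CD22− than in α4β7+. Between CD22+ and α4β7− CD22−, from 22.4% to 42.7% of the genes called were higher under the alternatives and with 1 library left out, and 13 of 54 without the trend. In total, 2044 genes were called in at least 1 comparison. The threshold on the fold change moved these counts most, and 3573 genes passed in at least 1 comparison on the adjusted p alone.

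Libraries with the same replicate number deviated together from their subset means with a correlation of 0.169 between CD22+ and α4β7− CD22−, higher than under the other 23 ways of pairing the libraries (exact permutation test, one-sided, p = 0.0417, the smallest p that 24 pairings allow). Between α4β7− CD22− and α4β7+ the correlation was 0.087, with the same exact p, and between CD22+ and α4β7+ it was 0.033 (exact p = 0.333). With the replicate number as a block, 1254, 1843, and 100 genes were called in the 3 comparisons in the order above, of which 1181, 1766, and 88 were also called without the block.

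In a principal component analysis of the 500 genes with the highest variance, PC1 held 23.8% of the variance and PC2 18.4%. The subsets were separated along PC2, where 87% of the variance of the library scores lay between subsets, against 24.5% for PC1. The α4β7+ libraries scored from −33.53 to −13.78 on PC2, the α4β7− CD22− libraries from −9.16 to 9.63, and the CD22+ libraries from 15.61 to 29.58, without overlap. On PC1, α4β7+ replicate 2 lay farthest from the other libraries, at −51.87. Differences between the subsets made up 27.4% of the total sum of squares of the 500 genes (exact permutation test over 34650 assignments of the libraries to 3 groups of 4, p = 0.00658). This share was 38.9% with the mean of each replicate number removed, the alternative that moved it most, but which component separated the subsets depended on the setting. More of the variance of PC1 than of PC2 lay between subsets with 2000 or all tested genes in place of 500, with a pseudocount of 10, with genes scaled to unit variance, with the mean of each replicate number removed, and without α4β7+ replicate 2. With quantile normalization it was PC2.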

K-means clustering followed by gene ontology analysis identified several pathways enriched among the differentially expressed genes (Fig. 1*I*). 

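The paper clustered the differentially expressed genes by K-means into 4 clusters, and the same number was used here on the z-scores of the genes called in at least 1 comparison over the 12 libraries, keeping the best of 50 starts. The clusters held 843, 254, 554, and 393 genes. In the cluster of 843 genes, the mean z-score fell from 1.12 in α4β7+ to −0.20 in α4β7− CD22− and −0.91 in CD22+ eosinophils. The cluster of 254 genes was also highest in α4β7+ eosinophils, at 1.03, but lower in α4β7− CD22− (−0.77) than in CD22+ eosinophils (−0.26). The cluster of 554 genes rose from −1.06 to 0.18 and 0.88 in the same order of subsets, and the cluster of 393 genes rose from −1.14 in α4β7+ to 0.60 and 0.53. With 3 or 5 clusters in place of 4, the clusters highest in α4β7+ eosinophils again held 1097 genes in total.

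The gene ontology analysis was not repeated. Instead, 11 gene lists were set against the clusters with Fisher's exact test, adjusted over 44 tests, with the other clustered genes as the background. The cluster of 843 genes, which holds 41.2% of the clustered genes, contained 71 of the 74 ribosomal protein genes that were clustered (Fisher's exact test, adjusted p = 5.32e-23), 9 of 11 translation factor genes (adjusted p = 0.0281), 8 of 10 glycolysis genes (adjusted p = 0.0484), 25 of 33 inflammation genes (adjusted p = 0.000437), and 10 of 11 dissociation response genes (adjusted p = 0.00322). The cluster of 554 genes, with 27.1% of the clustered genes, contained 18 of 21 cholesterol synthesis genes (Fisher's exact test, adjusted p = 4.17e-07), 7 of 9 DNA replication genes (adjusted p = 0.00693), and 51 of 102 genes from transcription factor families (adjusted p = 4.38e-06). The 4 clustered cilium assembly genes were spread over 3 clusters. Fisher's exact test takes genes as independent of each other, and genes of a list that vary together, as the ribosomal protein genes do, make these p-values too small.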

For example, the α4β7− CD22− and CD22+ subsets exhibited lower expression of genes involved in translation and glycolysis, and higher expression of genes involved in cholesterol synthesis (Fig. 1*I* and *SI Appendix*, Fig. S1*E*), indicating that eosinophils undergo metabolic reprogramming during their adaptation to the SI. In addition, these subsets displayed lower expression of many genes involved in inflammation and higher expression of numerous transcription factors (Fig. 1*I* and *SI Appendix*, Fig. S1*F*), suggesting that tissue adaptation might reduce inflammatory potential in favor of alternative programs that operate during homeostasis. 

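All 82 ribosomal protein genes had lower estimates in the α4β7− CD22− and CD22+ subsets than in α4β7+ eosinophils, with median log2 fold changes of −0.62 and −0.91. In these comparisons 48 and 73 of them were called lower and none higher, or 49 and 73 with the adjustment over this list alone. A test of the whole set has to allow for the correlation between its genes, and the ribosomal protein genes varied together across libraries of one subset with a mean correlation of 0.695. With the correlation estimated from the data, limma's camera test gave an adjusted p of 0.0762 and 0.0609 over 33 tests, neither past 0.05. For 45 translation factor genes, the median log2 fold changes were −0.27 (adjusted p = 0.069) and −0.30 (adjusted p = 0.0609), with 6 and 10 genes called lower. When the correlation was instead fixed at 0.01, the alternative that moved these tests most, 28 of the 33 tests passed against 14.

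The 19 glycolysis genes tested had median log2 fold changes of −0.63 in α4β7− CD22− (camera, adjusted p = 0.00283) and −0.66 in CD22+ eosinophils (adjusted p = 0.00347) against α4β7+ eosinophils, with 9 and 10 genes called lower and none higher. For 25 cholesterol synthesis genes the medians were 0.93 and 1.15, both with an adjusted p of 0.0609, and 19 and 21 genes were called higher (20 and 21 when adjusted over the list alone) and none lower. With the replicate number as a block, the adjusted p of the cholesterol synthesis genes was 0.0335 and 0.0331, while the ribosomal protein genes stayed above 0.05 in both comparisons. The shift of the median over all genes tested was 0.003 and 0.014.

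**Figure D1:**
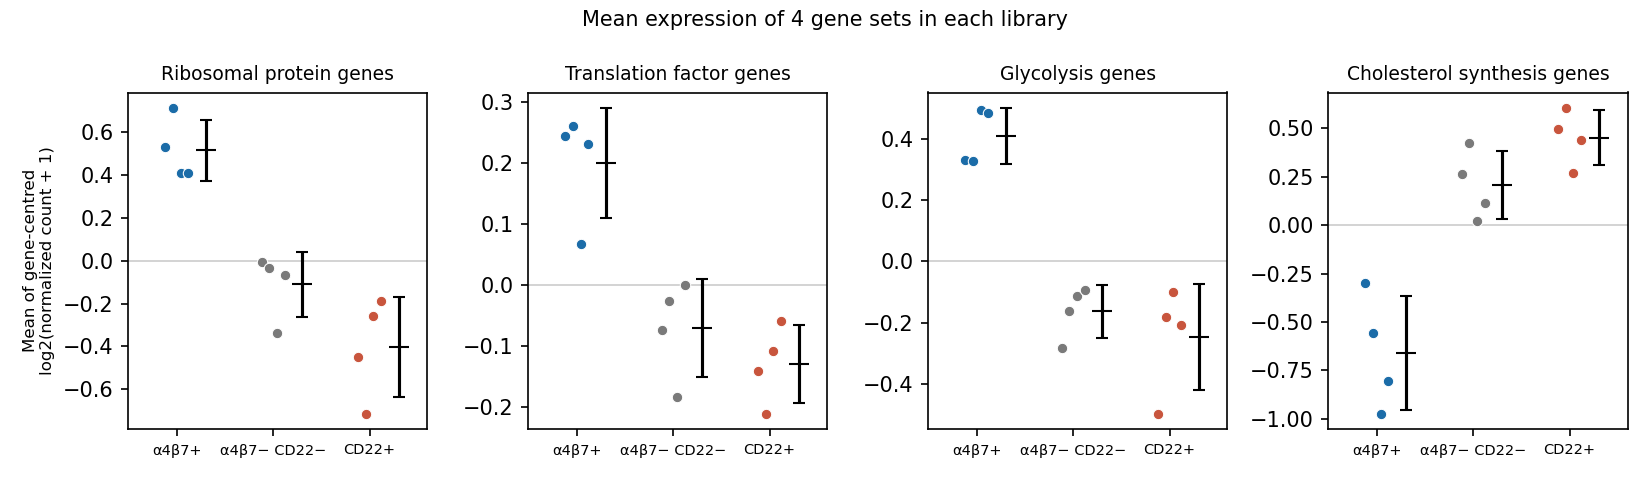
Mean expression of ribosomal protein, translation factor, glycolysis, and cholesterol synthesis genes in each library, as the mean over the genes of log2(normalized count + 1) after subtracting each gene's mean over the 12 libraries. Points are libraries and bars show the mean ± SD of 4 libraries; the α4β7+ libraries lie between 0.407 and 0.712 for ribosomal protein genes and between −0.973 and −0.300 for cholesterol synthesis genes, apart from all other libraries.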

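The inflammation list was written before the data were examined. It shares Il6 with the list of Fig. S1F, whose genes the paper selected from these libraries. It is therefore not fully independent of these data, and it was not tested without shared genes. Of its 57 genes, 53 could be tested. Their median log2 fold change against α4β7+ eosinophils was −0.61 in the α4β7− CD22− subset (limma's camera, adjusted p = 0.0428) and −0.83 in the CD22+ subset (adjusted p = 0.0266), and 40 of the 53 genes had lower estimates in each. In α4β7− CD22− eosinophils 23 of these genes were called lower and 5 higher, and in CD22+ eosinophils 28 were called lower and 4 higher. With adjustment over the list alone, 27 and 28 were called lower. With the replicate number as a block, the adjusted p in α4β7− CD22− eosinophils was 0.0529, above the threshold, at the same median, and it was also above 0.05 in 9 of the 12 fits that each left out 1 library. Genes that respond to tissue dissociation, 24 in number, were lower as well, with a median of −0.27 in α4β7− CD22− (adjusted p = 0.0266) and −0.46 in CD22+ eosinophils (adjusted p = 0.00283).

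Transcription factors were taken as the genes whose symbols belong to transcription factor families, of which 641 were tested. In α4β7− CD22− eosinophils 33 of them were called higher and 22 lower than in α4β7+ eosinophils. In CD22+ eosinophils 65 were called higher and 26 lower, or 73 and 28 with the adjustment over the list alone. As a set they shifted little, with median log2 fold changes of 0.10 (adjusted p = 0.104) and 0.14 (adjusted p = 0.0705).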

Further comparison of the CD22+ and α4β7− CD22− subsets revealed differential expression of many genes involved in innate immunity, including those encoding cytokines (*Il4* and *Il6*), chemokines (*Ccl6, Cxcl2,* and *Cxcl3*), pattern recognition molecules (*Clec4e* and *Itln1)*, and antimicrobial products (*Lyz2*, *Defa30,* and *Ear2*) (Fig. 1*J*). 

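Of the 10 genes named, 7 were called between the CD22+ and α4β7− CD22− subsets with limma. The cytokine gene Il4, on chromosome 11 of GRCm38 from 53602982 to 53618669, had 368 ± 62.2 normalized counts in α4β7+, 166.9 ± 31.7 in α4β7− CD22−, and 99.3 ± 5.95 in CD22+ eosinophils. Its log2 fold change of −0.73 between CD22+ and α4β7− CD22− was near the threshold (standard error 0.164, adjusted p = 0.0496) and did not pass it with a pseudocount of 10 (adjusted p = 0.0613), rescaling by the 75th percentile (0.0604), the replicate number as a block (0.0877), only these subsets in the model (0.105), or in 11 of the 12 fits that each left out 1 library. Il6, on chromosome 5 from 30013114 to 30019981, had 186 ± 43 normalized counts in α4β7+ and 7.45 ± 3.75 in α4β7− CD22− eosinophils. In CD22+ eosinophils every library was at or under the floor of 3 reads, with 1.27 normalized counts in the highest. Il6 was therefore at least 2.4-fold lower in CD22+ than in α4β7− CD22− eosinophils (adjusted p = 0.0214, with the block 0.0261), and it was not called with a pseudocount of 10 (log2 fold change −0.712, adjusted p = 0.257), with only these subsets in the model (adjusted p = 0.218), or in 5 of the 12 fits with 1 library left out.

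The chemokine genes Ccl6 (chromosome 11, 83587882 to 83593087), Cxcl2 (chromosome 5, 90903871 to 90905938), and Cxcl3 (chromosome 5, 90786103 to 90789600) fell across the subsets without overlap between libraries. Ccl6 had 28090 ± 3625 normalized counts in α4β7+, 6975 ± 1148 in α4β7− CD22−, and 1593 ± 123 in CD22+ eosinophils, a log2 fold change of −2.12 for CD22+ over α4β7− CD22− (standard error 0.116, adjusted p = 2.23e-07), with CD22+ replicate 4 below the other CD22+ libraries. For Cxcl2 and Cxcl3 that change was −0.99 (adjusted p = 0.000344) and −1.19 (adjusted p = 0.00273). Clec4e, on chromosome 6 from 123281789 to 123289870, had 792 ± 158, 76.1 ± 23.5, and 15.2 ± 6.79 normalized counts in the 3 subsets, a log2 fold change of −2.29 between the latter subsets (adjusted p = 0.0014).

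Lyz2, on chromosome 10 from 117277331 to 117282321, was higher in CD22+ eosinophils, with 1485 ± 205 normalized counts against 712.5 ± 235 in α4β7− CD22− (log2 fold change 1.11, standard error 0.215, adjusted p = 0.0215, with the block 0.00827), and was not called in 3 of the 12 fits with 1 library left out. Its transcript matches Lyz1 over 96.0% of its length at 95.8% identity, so reads could have been split between them. The remaining 3 genes were not called. Itln1, on chromosome 1 from 171518122 to 171535294, ranged from 43.5 to 320.6 normalized counts in CD22+ and from 25.4 to 62 in α4β7− CD22− eosinophils (log2 fold change 1.61, standard error 0.523, adjusted p = 0.239). Defa30, on chromosome 8 from 21134642 to 21135598, had 103.8 ± 66.5 against 23.5 ± 13.4 (log2 fold change 2.02, adjusted p = 0.302), and other genes, Defa23 among them, match all of its transcript. Within subsets, Itln1 and Defa30 varied together with other Paneth cell genes across libraries, with a Pearson correlation of 0.792. Ear2, on chromosome 14 from 44102654 to 44103534, had 29.8 ± 7.29 against 57.9 ± 9.86 (log2 fold change −0.96, standard error 0.257, adjusted p = 0.111), without overlap between libraries, and 99.7% of its transcript matches other genes, with Ear1 the longest match. Defa30 and Ear2 were called in the comparison of CD22+ with α4β7+ eosinophils, with log2 fold changes of 2.34 (adjusted p = 0.0315) and −1.31 (adjusted p = 0.00179). The libraries overlapped for Defa30, and its call was lost without the trend (adjusted p = 0.0638) and in 5 of the 12 fits with 1 library left out.

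**Figure D2:**
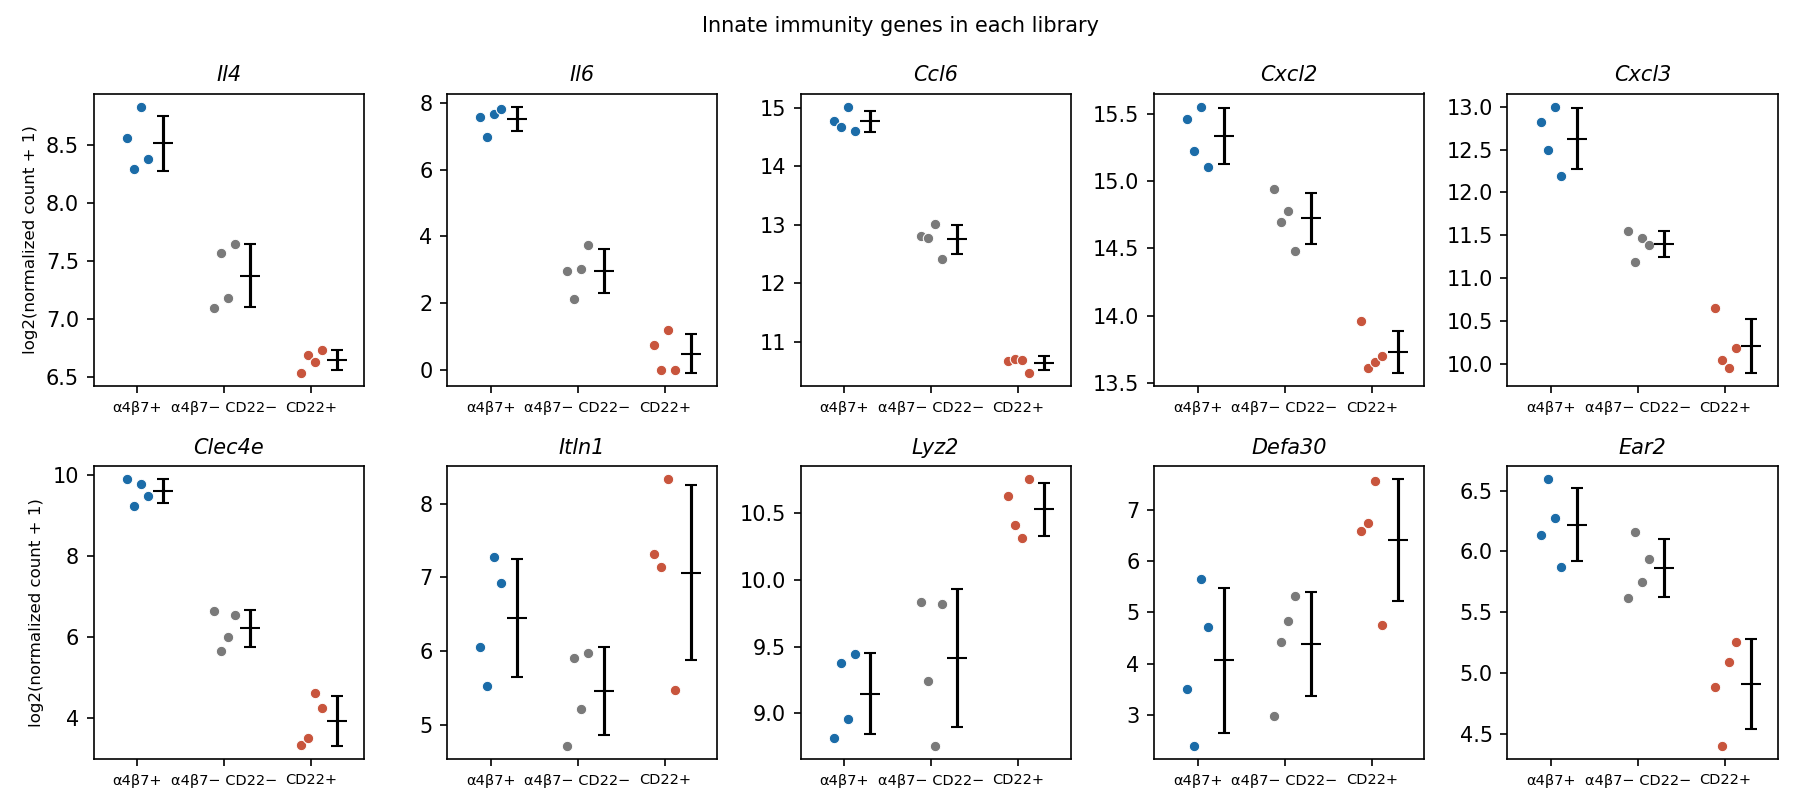
Expression of the 10 innate immunity genes in each library, as log2(normalized count + 1) on axes that differ between genes and do not start at 0. Points are libraries and bars show the mean ± SD of 4 libraries; the CD22+ and α4β7− CD22− libraries overlap for Itln1 and Defa30.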

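Ace, Tfrc, and Cyp1b1 were each higher in every CD22+ library than in any α4β7− CD22− library. Ace, on chromosome 11 of GRCm38 from 105967945 to 105989964, had 191.6 ± 53 normalized counts in α4β7+, 431.9 ± 61.9 in α4β7− CD22−, and 1954 ± 282 in CD22+ eosinophils. The log2 fold change of CD22+ over α4β7− CD22− was 2.17 (standard error 0.18, limma adjusted p = 2.37e-05, and 7.34e-05 with the replicate number as a block). Tfrc, on chromosome 16 from 32608920 to 32632794, had 1356 ± 147, 1566 ± 126, and 2471 ± 268 normalized counts in the same order of subsets. CD22+ exceeded α4β7− CD22− eosinophils by 0.66 on the log2 scale (standard error 0.099, adjusted p = 0.00425, with the block 0.0155), while the difference of 0.21 between α4β7− CD22− and α4β7+ was not significant (adjusted p = 0.188). For Cyp1b1, on chromosome 17 from 79701537 to 79715061, the normalized counts were 478.3 ± 79.9, 2834 ± 516, and 4409 ± 514. Most of its rise lay between α4β7+ and α4β7− CD22− eosinophils, with a log2 fold change of 2.56 (adjusted p = 2.62e-08). The further rise in CD22+ eosinophils was 0.65 (standard error 0.137, adjusted p = 0.0361, with the block 0.0173). Without α4β7− CD22− replicate 3, that last difference was 0.56 (adjusted p = 0.114), and Cyp1b1 was not called in 7 of the 12 fits that each left out 1 library.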

CD22+ cells also exhibited higher expression of several genes involved in diverse aspects of intestinal homeostasis, including *Ace*, *Tfrc,* and *Cyp1b1* (51–53). Overall, these transcriptional data reveal a wide range of functional adaptations occurring in eosinophils during their residency in the SI.

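Most of the genes that changed between α4β7− CD22− and CD22+ eosinophils had already moved the same way from α4β7+ to α4β7− CD22− eosinophils. Of the genes called between CD22+ and α4β7− CD22−, 89 had the same direction in the earlier comparison, 72 were called there in the same direction, and 2 were called in the opposite one. The 1013 genes called in both comparisons with α4β7+ eosinophils changed in the same direction in both. Of the genes called between α4β7− CD22− and α4β7+, 65.6% differed more from α4β7+ in the CD22+ subset. These comparisons share the α4β7+ or the α4β7− CD22− libraries, so they are not independent of each other. The shared α4β7+ libraries alone favor the same sign in both comparisons with α4β7+ eosinophils. How much agreement the shared α4β7+ libraries give was not computed. The shared α4β7− CD22− libraries enter the successive comparisons with opposite signs, so their error favors opposite directions there. That error does not account for the 89 genes with the same direction. A further 798 genes were called between CD22+ and α4β7+ eosinophils only.

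Among genes with a mean normalized count of at least 100, called and without overlap between the libraries of the subsets compared, the largest rises from α4β7+ to α4β7− CD22− were those of Myh7b (log2 fold change 3.72), Ptger3 (3.23), and B3galt5 (2.82), and the largest falls those of Slpi (−4.34) and Ccl9 (−4.23). From α4β7+ to CD22+ the largest rises were those of B3galt5 (4.45), Nfasc (4.43), and Klra17 (4.39), and the largest falls those of Clec4e (−5.69), Nfkbia (−5.12), and Slc2a6 (−4.59). The α4β7+ libraries ranged from 6.03 to 193.9 normalized counts for Nfasc. Its log2 fold change ran from 3.69 to 5.29 with 1 library left out, so its place among the largest rises depended on the libraries kept. In the comparison of CD22+ with α4β7− CD22−, Ffar1 (1.85) and Klra17 (1.72) followed Ace among the rises, and Clec4e and Ccl6 had the largest falls. Klra17 had an adjusted p of 0.0361 there, of 0.0607 when only these subsets entered the model, and of 0.0589 with quantile normalization, and it was not called in 5 of the 12 fits with 1 library left out.

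Itgb7, which encodes the β7 chain, had 2526 ± 520 normalized counts in α4β7+, 220.4 ± 81 in α4β7− CD22−, and 155.8 ± 86.5 in CD22+ eosinophils. Itga4, which encodes the α4 chain, fell by less, with log2 fold changes of −0.345 in α4β7− CD22− (adjusted p = 0.00261) and −0.476 in CD22+ against α4β7+ eosinophils (adjusted p = 0.000102), under the fold change of 1.5. With quantile normalization the latter was −0.173 (adjusted p = 0.102). Cd22 had 1115 ± 175, 4462 ± 934, and 13334 ± 1588 normalized counts. Siglecf, with 7534 ± 449, 7827 ± 566, and 7340 ± 370 normalized counts, did not differ between any subsets (lowest adjusted p = 0.676). Itgam, which encodes CD11b, was lower in CD22+ than in α4β7+ eosinophils by a log2 fold change of −0.226 (adjusted p = 0.0265), and with quantile normalization the estimate was 0.06 (adjusted p = 0.556). The gene Gm49368, which overlaps Itgam on the same strand, matches 73.8% of its transcript, so reads could have been split between them.

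From the lower expression of translation and glycolysis genes and the higher expression of cholesterol synthesis genes in the α4β7− CD22− and CD22+ subsets, the paper concludes that metabolism is reprogrammed as eosinophils adapt to the SI. From the inflammation genes and transcription factors it proposes that adaptation might lower inflammatory potential in favor of programs that operate during homeostasis. The α4β7+, α4β7− CD22−, and CD22+ subsets stand, in its reasoning, for approximately younger, intermediate, and older eosinophils.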

Next, we investigated the homeostatic functions of SI eosinophils by comparing eosinophil-deficient ΔdblGATA mice to their wild-type (WT) littermates (54). We observed a modest but significant decrease of villus area in ΔdblGATA mice, indicating that eosinophils contribute to regulation of villus architecture (*SI Appendix*, Fig. S2 *A*–*C*), consistent with a recent study (33). This was not accompanied by altered enterocyte zonation, as indicated by unchanged expression of c-Maf-dependent genes (*SI Appendix*, Fig. S2*E*) (46). In contrast to earlier reports (33, 34), we did not observe altered epithelial migration, gut motility, or intestinal permeability in ΔdblGATA mice (*SI Appendix*, Fig. S2 *D*, *F*, and *G*). This discrepancy may be due to differences in microbiota composition in mice from different facilities since eosinophil function can be influenced by intestinal microbes (33, 34). In addition, flow cytometric analysis of SI lamina propria (LP) revealed reductions of multiple other immune cell populations in ΔdblGATA mice, including monocytes, dendritic cells, ILC2s, and several T cell subsets, suggesting a role for eosinophils in the recruitment or maintenance of these populations (*SI Appendix*, Fig. S2 *H*–*L*). Taken together, these data are consistent with eosinophil involvement in regulation of villus architecture and immune cell composition, while other reported functions may depend on the presence of specific microbial species that were absent in our mouse colony. As we recognized that the functional contributions of eosinophils in our mouse colony were relatively limited, we decided to focus instead on the regulation of eosinophil adaptation to the SI.

Our next goal was to identify the molecular signals that regulate eosinophil adaptation to the SI. In particular, we searched for signals that are required for the maintenance of CD22+ villus-resident eosinophils. We first tested the role of IL-5, which is generally considered to be the most important signal for eosinophil survival and differentiation (55). Consistent with earlier studies (35), IL-5-deficient Red5 mice exhibited a dramatic reduction of eosinophils in the blood and the SI (Fig. 2 *A* and *B*) (18). However, eosinophil turnover in the SI (based on BrdU labeling) was only modestly elevated in Red5 mice (Fig. 2 *C* and *D*). Furthermore, despite the overall eosinophil reduction, the relative frequency of CD22+ eosinophils (Fig. 2*E*) and the ratio of villus to crypt eosinophils (Fig. 2 *F*–*H*) were unchanged in Red5 mice. These data indicate that while IL-5 is important for overall production of eosinophils, and therefore determines how many reach the SI, it is largely dispensable for eosinophil adaptation within the SI microenvironment.

**Fig. 2.**
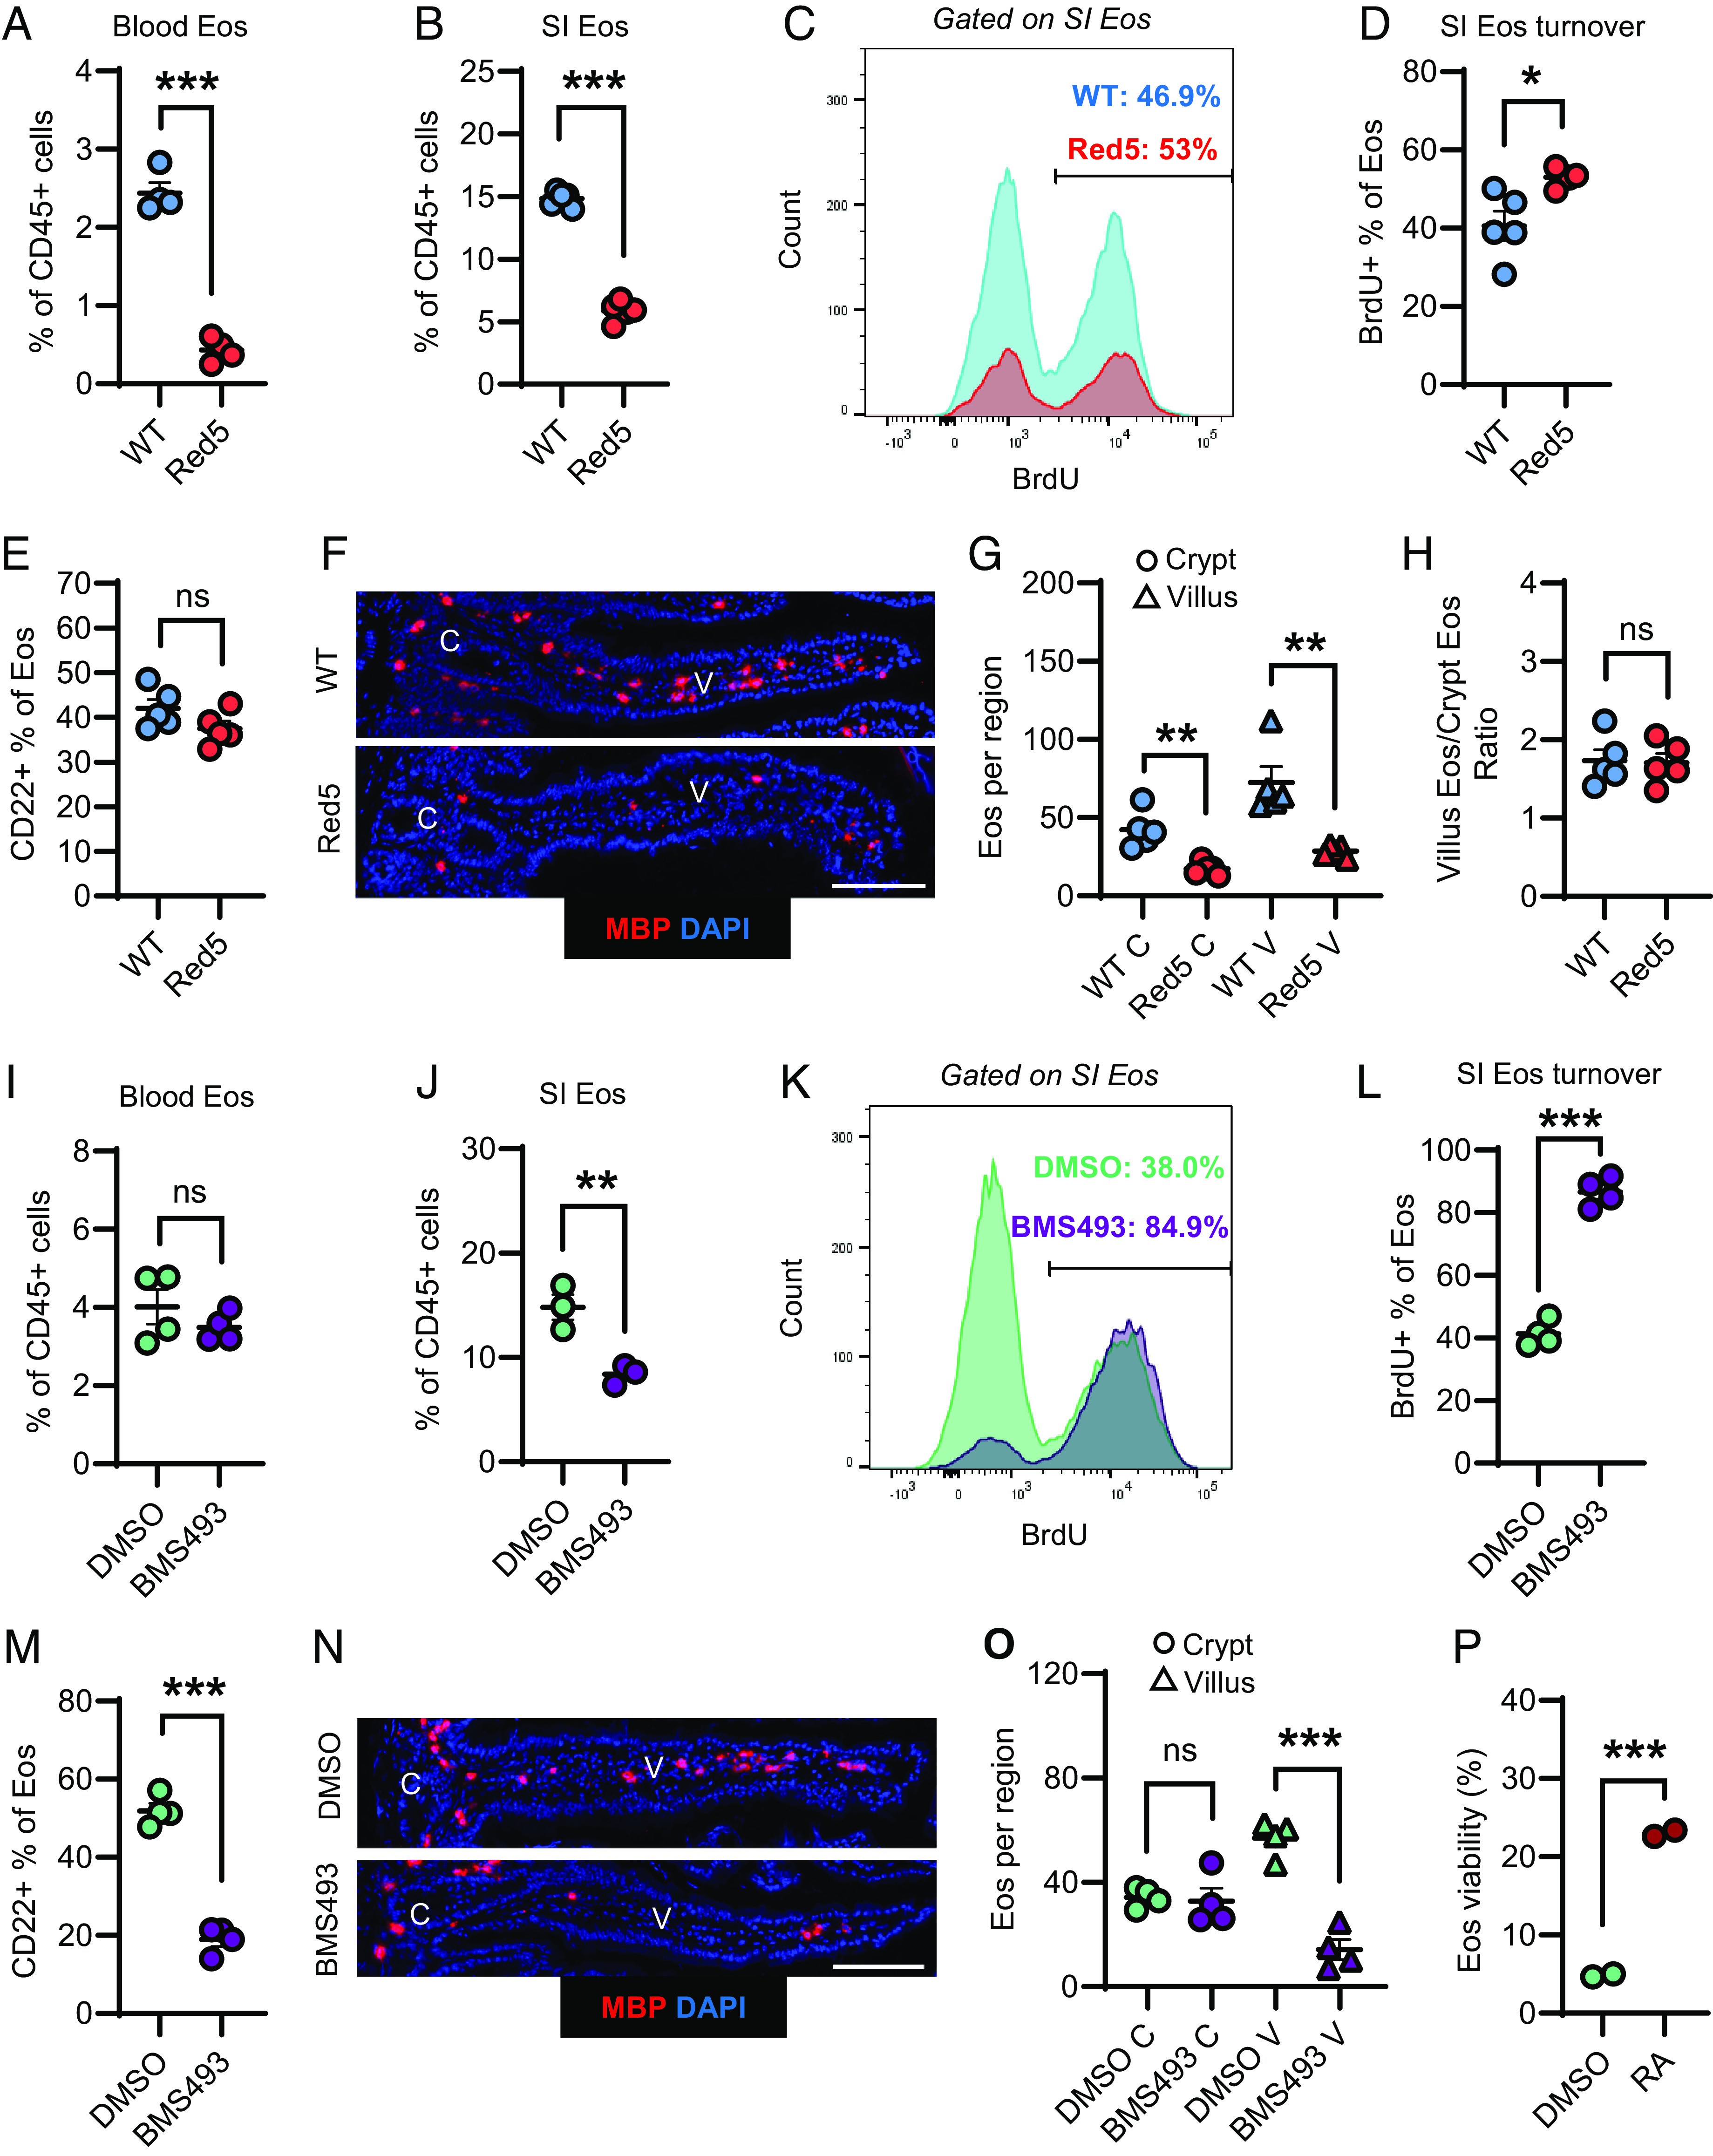
IL-5 regulates overall eosinophil accumulation, while RAR signaling is specifically required for maintenance of villus-resident CD22+ eosinophils. (*A* and *B*) Frequency of eosinophils (% of total live CD45+ cells) in blood (*A*) or SI LP (*B*) from WT or Red5 (homozygous) mice (representative of 2 experiments with 3 to 5 mice per group). (*C* and *D*) Representative flow cytometry analysis of eosinophil BrdU incorporation (*C*) and frequency of BrdU+ eosinophils (*D*) in the SI LP of WT or Red5 mice after 7 d of BrdU labeling (representative of 2 experiments with 4 to 5 mice per group). (*E*) Percent of eosinophils that were CD22+ (by flow cytometry) from the SI LP of WT or Red5 mice (representative of 3+ experiments with 3 to 5 mice per group). (*F*–*H*) Representative microscopy images of MBP (red) and DAPI (blue) immunofluorescence staining [*F*; (Scale bar, 100 μm.)] and corresponding quantification of eosinophils near crypts (C) or in villi (V), per region, from WT or Red5 mice (*G*). (*H*) The ratio of villus to crypt eosinophils for each genotype, calculated from data in (*G*). Representative of 2 experiments with 4 to 5 mice per group. (*I* and *J*) Frequency of eosinophils (% of total live CD45+ cells) in blood (*I*) or SI LP (*J*) from mice treated with DMSO or BMS493 for 8 d (representative of 2 and 3 experiments with 3 to 5 mice per group). (*K* and *L*) Representative flow cytometry analysis of eosinophil BrdU incorporation (*K*) and frequency of BrdU+ eosinophils (*L*) in SI LP of mice treated with DMSO or BMS493 for 8 d, including 7 d of BrdU labeling (representative of 2 experiments with 4 to 5 mice per group). (*M*) Percent of eosinophils that were CD22+ (by flow cytometry) from SI LP of mice treated with DMSO or BMS493 for 8 d (representative of 3 experiments with 3 to 5 mice per group). (*N* and *O*) Representative microscopy images of MBP (red) and DAPI (blue) immunofluorescence staining [*N*; (Scale bar, 100 μm.)] and corresponding quantification of eosinophils near crypts (C) or in villi (V), per region, from mice treated with DMSO or BMS493 for 8 d (*O*). Representative of 2 experiments with 4 to 5 mice per group. (*P*) Eosinophil viability after purified SI LP eosinophils were cultured with RA or DMSO (vehicle control) for 48 h. Representative of 2 experiments with 2 replicates per condition. Data are presented as mean ± SEM. All data were analyzed by Student’s *t* test. ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, and ns = not significant (*P* > 0.05).

We then tested the roles of other candidate signals, including IL-33 and retinoid acid (RA), both of which are produced by multiple cell types in the SI and have been previously shown to modulate eosinophil survival (33, 34, 38). Genetic deficiency of the IL-33 receptor (*Il1rl1*^−/−^) did not significantly affect eosinophil abundance nor the frequency of CD22+ eosinophils in the SI (*SI Appendix*, Fig. S3 *A* and *B*), indicating that IL-33 signaling is not required for tissue adaptation in this context. To test the role of RA, we inhibited RARs by administering the inverse agonist BMS493 (34, 56). RAR inhibition resulted in a reduction of SI eosinophils, while eosinophil frequency in blood was unchanged (Fig. 2 *I* and *J*). Moreover, we found that inhibition of RARs dramatically accelerated SI eosinophil turnover (Fig. 2 *K* and *L*) and resulted in selective loss of CD22+ villus-resident eosinophils (Fig. 2 *M*–*O*). 

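In the same 12 libraries of sorted SI eosinophils, the retinoic acid receptor genes were measured as normalized counts. Rara, which encodes RARα and lies on chromosome 11 of GRCm38 from 98927818 to 98974942, had 1609 ± 231 normalized counts (SD, n = 4 libraries) in α4β7+, 1223 ± 65.5 in α4β7− CD22−, and 1097 ± 143 in CD22+ eosinophils. Over all libraries its mean was higher than that of 91.6% of the genes with any signal. Rarg, which encodes RARγ and lies on chromosome 15 from 102234938 to 102257517, had 286.8 ± 64.6, 84.6 ± 18.6, and 84.8 ± 16.3 in the same order, and its mean was higher than that of 71.4% of genes. Rarb, on chromosome 14 from 16430839 to 16819156, had 16.9 ± 11.5, 14.7 ± 5.71, and 8.66 ± 5.57, the lowest of the 3 genes in each subset. A few Rarb values lay near the floor of 3 reads.

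Rarg was lower in α4β7− CD22− than in α4β7+ eosinophils by a log2 fold change of −1.75 (standard error 0.212, limma adjusted p = 5.28e-05) and in CD22+ eosinophils by −1.74 (adjusted p = 2.63e-05). Rara fell by 0.39 (adjusted p = 0.0368) and 0.55 (adjusted p = 0.00307) on the same scale, under the fold change of 1.5. With the replicate number as a block, the first of these had an adjusted p of 0.0611. Over the 12 fits that each left out 1 library, the log2 fold change of Rara in CD22+ eosinophils ran from −0.654 to −0.457. It was called in 3 of these fits. Every α4β7+ library had more Rarg and more Rara than every library of the other subsets, for Rara by a narrow margin (1284.73 against 1284.02 normalized counts). The exact permutation test, two-sided, gave p = 0.0286 for each of these genes in each comparison with α4β7+. This is the smallest p that 4 libraries against 4 allow, and it was 0.0644 when adjusted over 9 tests. No receptor gene differed between CD22+ and α4β7− CD22− eosinophils, where the lowest adjusted p was 0.746.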

SI eosinophils expressed RARα and RARγ, suggestive of a direct mechanism of action (*SI Appendix*, Fig. S3*C*). To test whether RA can act directly on SI eosinophils to promote their survival, we purified SI eosinophils and cultured them with or without RA. Treatment with RA resulted in increased survival (Fig. 2*P*). Taken together, these data indicate that RA signaling via RARs positively regulates SI eosinophil survival and is required for the accumulation of villus-resident CD22+ eosinophils.

Since RA is a nutrient-derived signal, and given the abundance of eosinophils in the nutrient-rich proximal SI, we asked more generally whether diet could influence eosinophil adaptation to this tissue. Based on earlier studies which showed reduction of blood eosinophils after overnight fasting (18, 47, 49), we decided to test the effects of overnight fasting, intermittent (every other day) fasting, or chronic food restriction (60% of ad libitum controls) on eosinophil accumulation in the SI. While we confirmed the reduction of blood eosinophils after overnight fasting (*SI Appendix*, Fig. S4*A*), none of these interventions affected the frequency of eosinophils in the SI (*SI Appendix*, Fig. S4 *A*–*C*). Next, we asked whether dietary macronutrient composition influences eosinophil adaptation to the SI. In consultation with a nutritionist, we designed diets with variable macronutrient compositions to isolate the effects of carbohydrates, protein, and fat, while keeping the levels of the other dietary components, including micronutrients, constant (Fig. 3*A*). Surprisingly, increasing dietary protein (to 70% by mass) led to a robust and selective reduction of eosinophil frequency in the SI (Fig. 3*B* and *SI Appendix*, Fig. S4*D*). In contrast, altering the amount of dietary carbohydrates or fat did not affect eosinophil frequency (Fig. 3*B*). We next asked whether the effect of high-protein feeding extended to eosinophils located in other tissues. Eosinophil frequency was not significantly altered in most other tissues, except the stomach and thymus, where eosinophils were also reduced (*SI Appendix*, Fig. S4*E*).

**Fig. 3.**
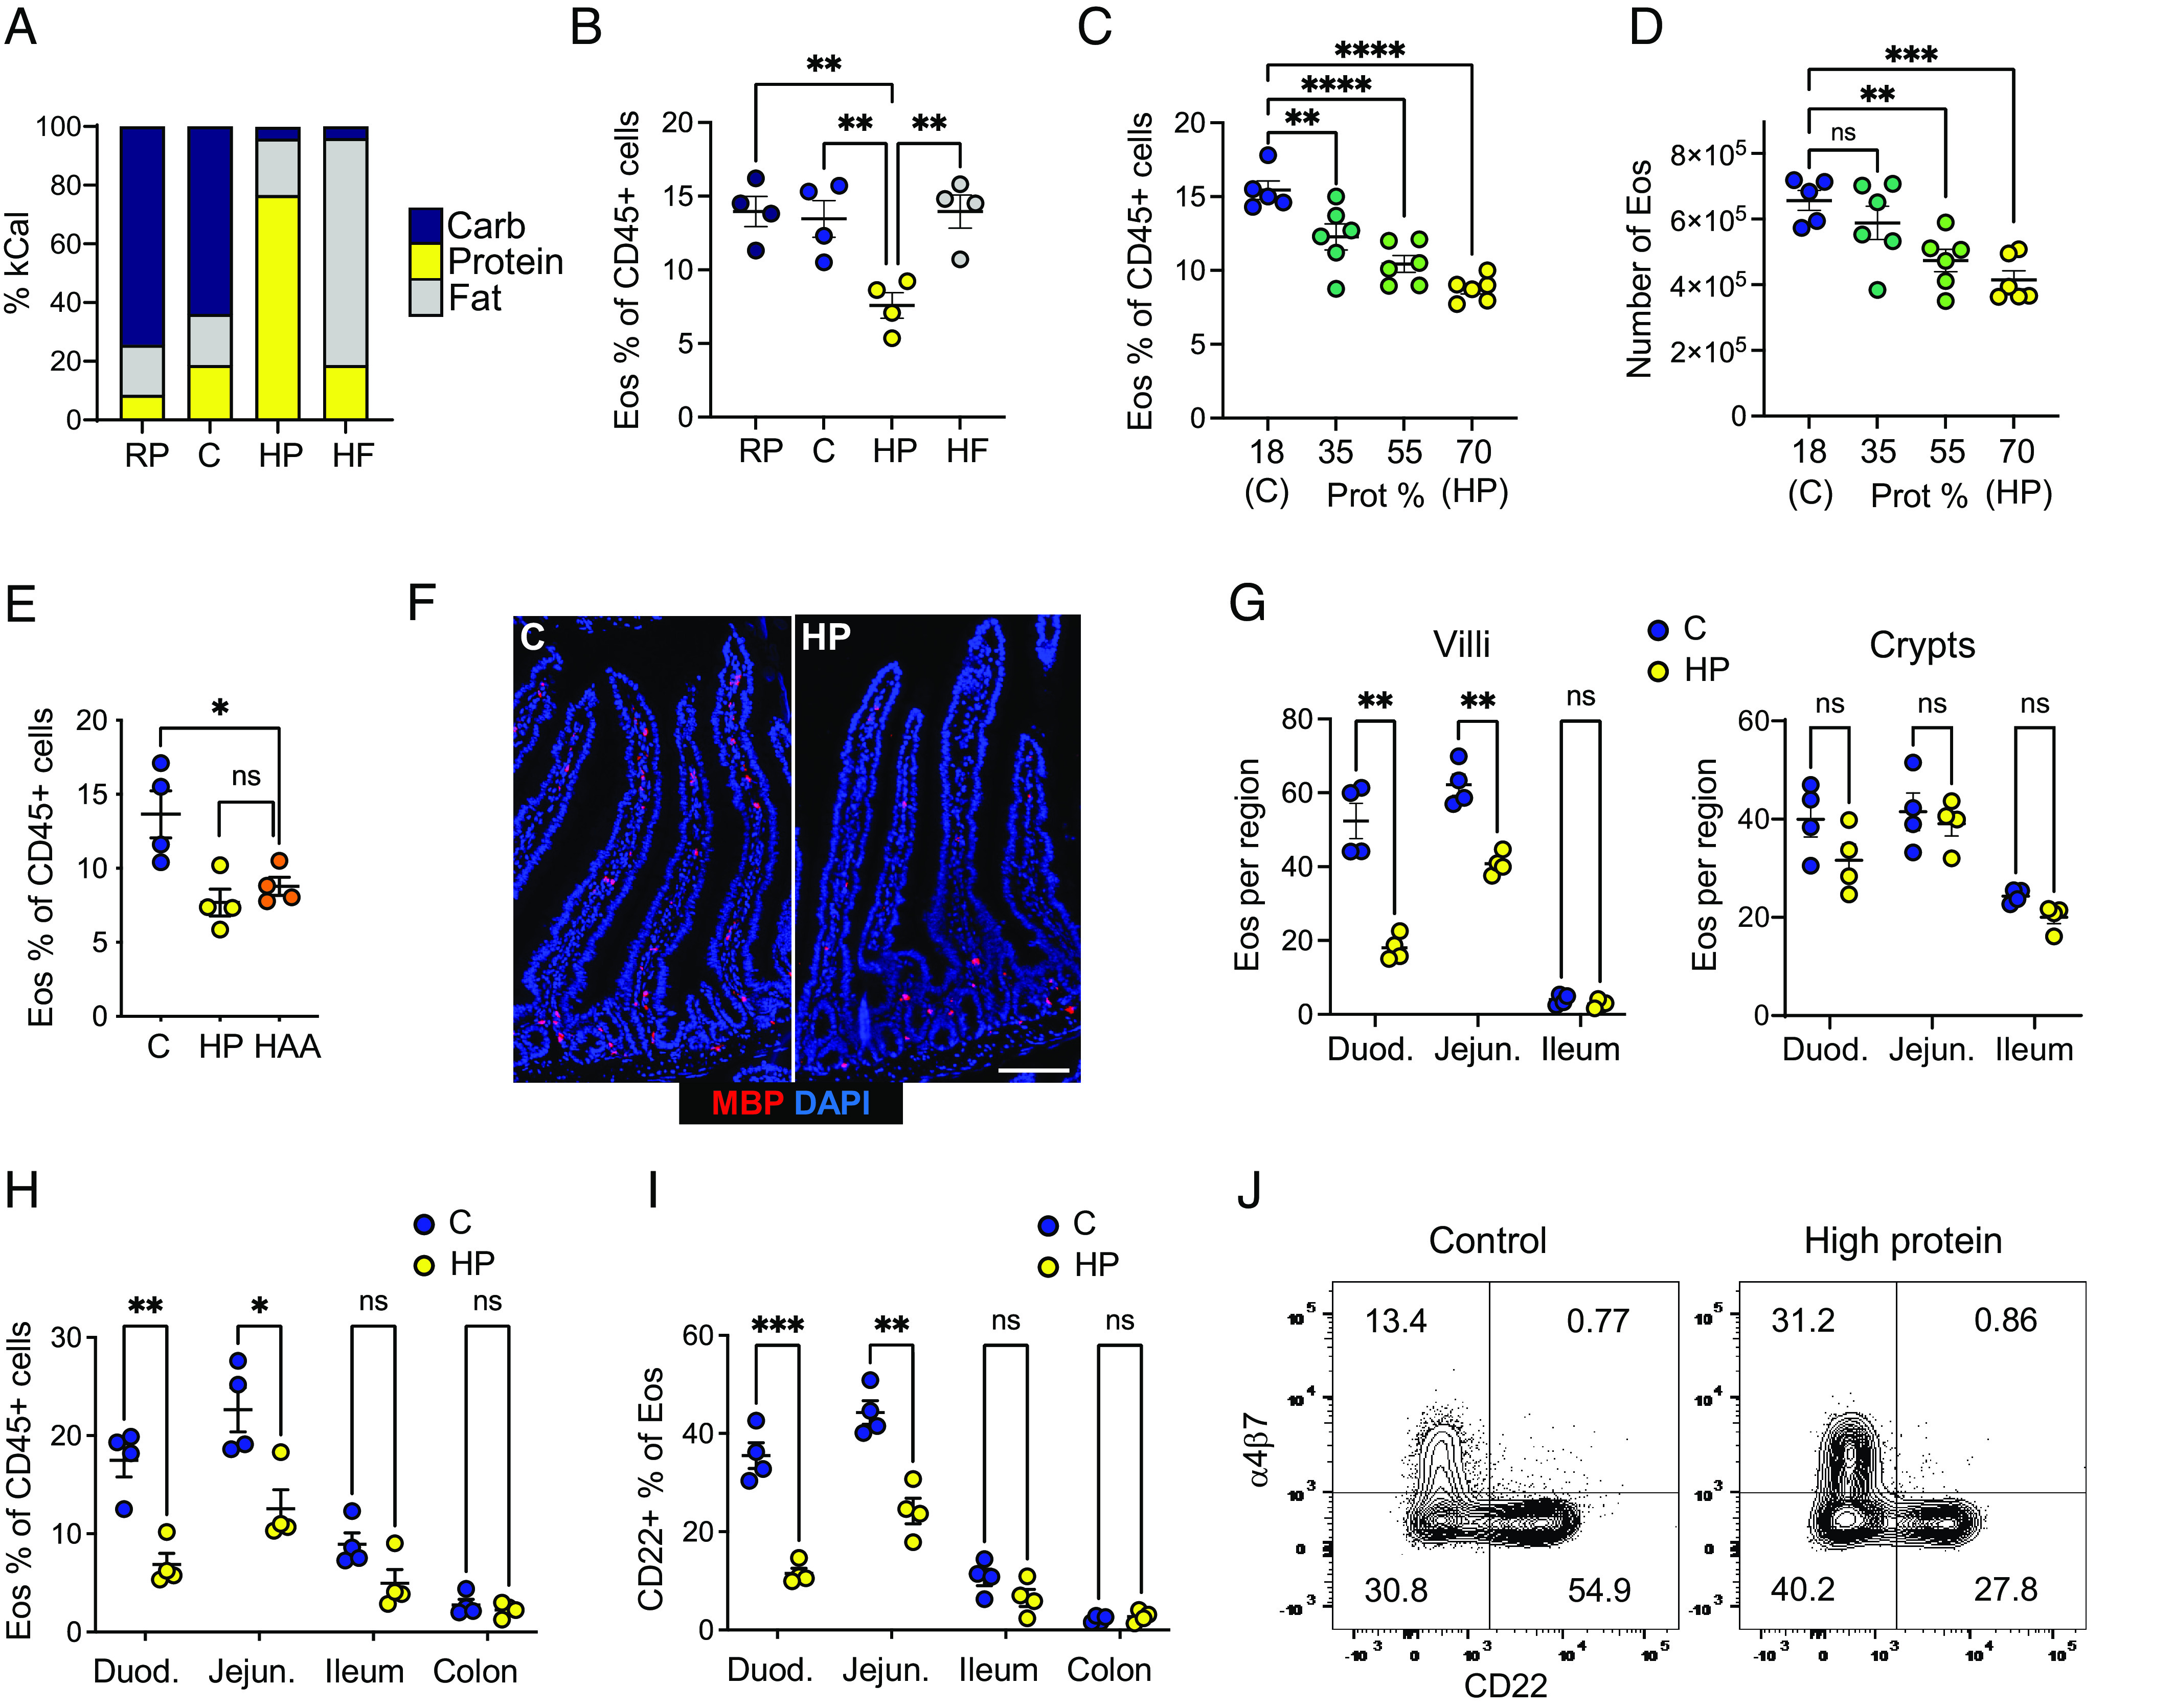
High-protein diet reduces villus-resident CD22+ eosinophils. (*A*) Percent of kilocalories (% kCal) from different macronutrients for diets shown in *B*. RP = reduced (8%) protein, C = control (18% protein), HP = high (70%) protein, and HF = high fat. (*B*) Eosinophil frequency in the proximal SI lamina propria (LP) of mice fed diets containing variable macronutrient composition for 15 d, representative of at least 3 experiments with 3 to 4 mice per group. (*C* and *D*) Eosinophil frequency (*C*) and number (*D*) in the proximal SI LP of mice fed diets containing the indicated percentage of protein (15 d), representative of 2 experiments with 4 to 6 mice per group. (*E*) Eosinophil frequency in proximal SI LP of mice fed either C, HP, or a diet containing elevated amino acids (“HAA”) in amounts equivalent to those in HP (15 d), representative of 2 experiments with 4 mice per group. (*F* and *G*) Representative microscopy images (*F*) and quantification (*G*) of eosinophils near crypts and in villi, per region, of the proximal SI of mice fed C or HP diets [red = MBP, blue = DAPI, (Scale bar, 100 μm.) “Duod.” = duodenum, “Jejun.” = jejunum]. (*H*) Eosinophil frequency in LP of the indicated regions of the gastrointestinal (GI) tract in mice fed C or HP diets for 15 d, representative of 2 experiments with 4 mice/group. (*I*) Percent of eosinophils that were CD22+ in LP of the indicated regions of the GI tract in mice fed C or HP diet for 15 d, representative of 2 experiments with 4 mice per group. (*J*) Representative flow cytometry plots showing α4β7 and CD22 staining in proximal SI LP eosinophils in mice fed C or HP diet for 15 d. Data are presented as mean ± SEM. All data were analyzed by Student’s *t* test. ^∗∗∗∗^*P* < 0.0001, ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, and ns = not significant (*P* > 0.05).

The eosinophil reduction in the SI was protein dose-dependent, with modest but significant reductions in eosinophil frequency and number observed at more moderate increases in dietary protein to 35% and 55% (Fig. 3 *C* and *D*). We further tested whether intact protein structure was required for the effect by administering a diet with an elevated amount of purified amino acids instead of intact protein. We found that feeding purified amino acids was sufficient to reduce SI eosinophils (Fig. 3*E*). Strikingly, the high-protein diet led to the specific depletion of the villus-resident eosinophil subset in the proximal SI, while crypt eosinophils were maintained (Fig. 3 *F* and *G*), similar to the effect of RAR inhibition (Fig. 2 *N* and *O*). Consistent with this finding, the high-protein diet caused a reduction of CD22+ eosinophils in the proximal SI, while the α4β7+ and α4β7-CD22- populations were proportionally increased (Fig. 3 *H*–*J*). Taken together, these data indicate that dietary macronutrient composition, specifically the amount of dietary amino acids, influences eosinophil adaptation to the SI.

The reduction of SI eosinophils in response to elevated dietary amino acids could be due to altered eosinophil production, recruitment, or lifespan in the tissue. High-protein diet did not alter the levels of circulating eosinophils, suggesting that eosinophil production was not suppressed (Fig. 4*A*). We next measured SI LP eosinophil turnover by BrdU labeling and found that turnover was substantially increased in mice fed the high-protein diet, indicating reduced eosinophil lifespan (Fig. 4*B*). In line with this finding, we detected a higher frequency of apoptotic eosinophils after high-protein diet feeding (Fig. 4 *C* and *D*). Isolated SI eosinophils did not exhibit greater cell death in response to elevated amino acid concentrations ex vivo compared to other LP immune cells, suggesting that our observations in vivo are unlikely to be a consequence of direct exposure to high amino acid concentration (*SI Appendix*, Fig. S5*A*). Taken together, these data indicate that the reduced lifespan of SI eosinophils in response to high-protein diet is at least in part due to increased apoptosis triggered indirectly by signals downstream of dietary amino acids.

**Fig. 4.**
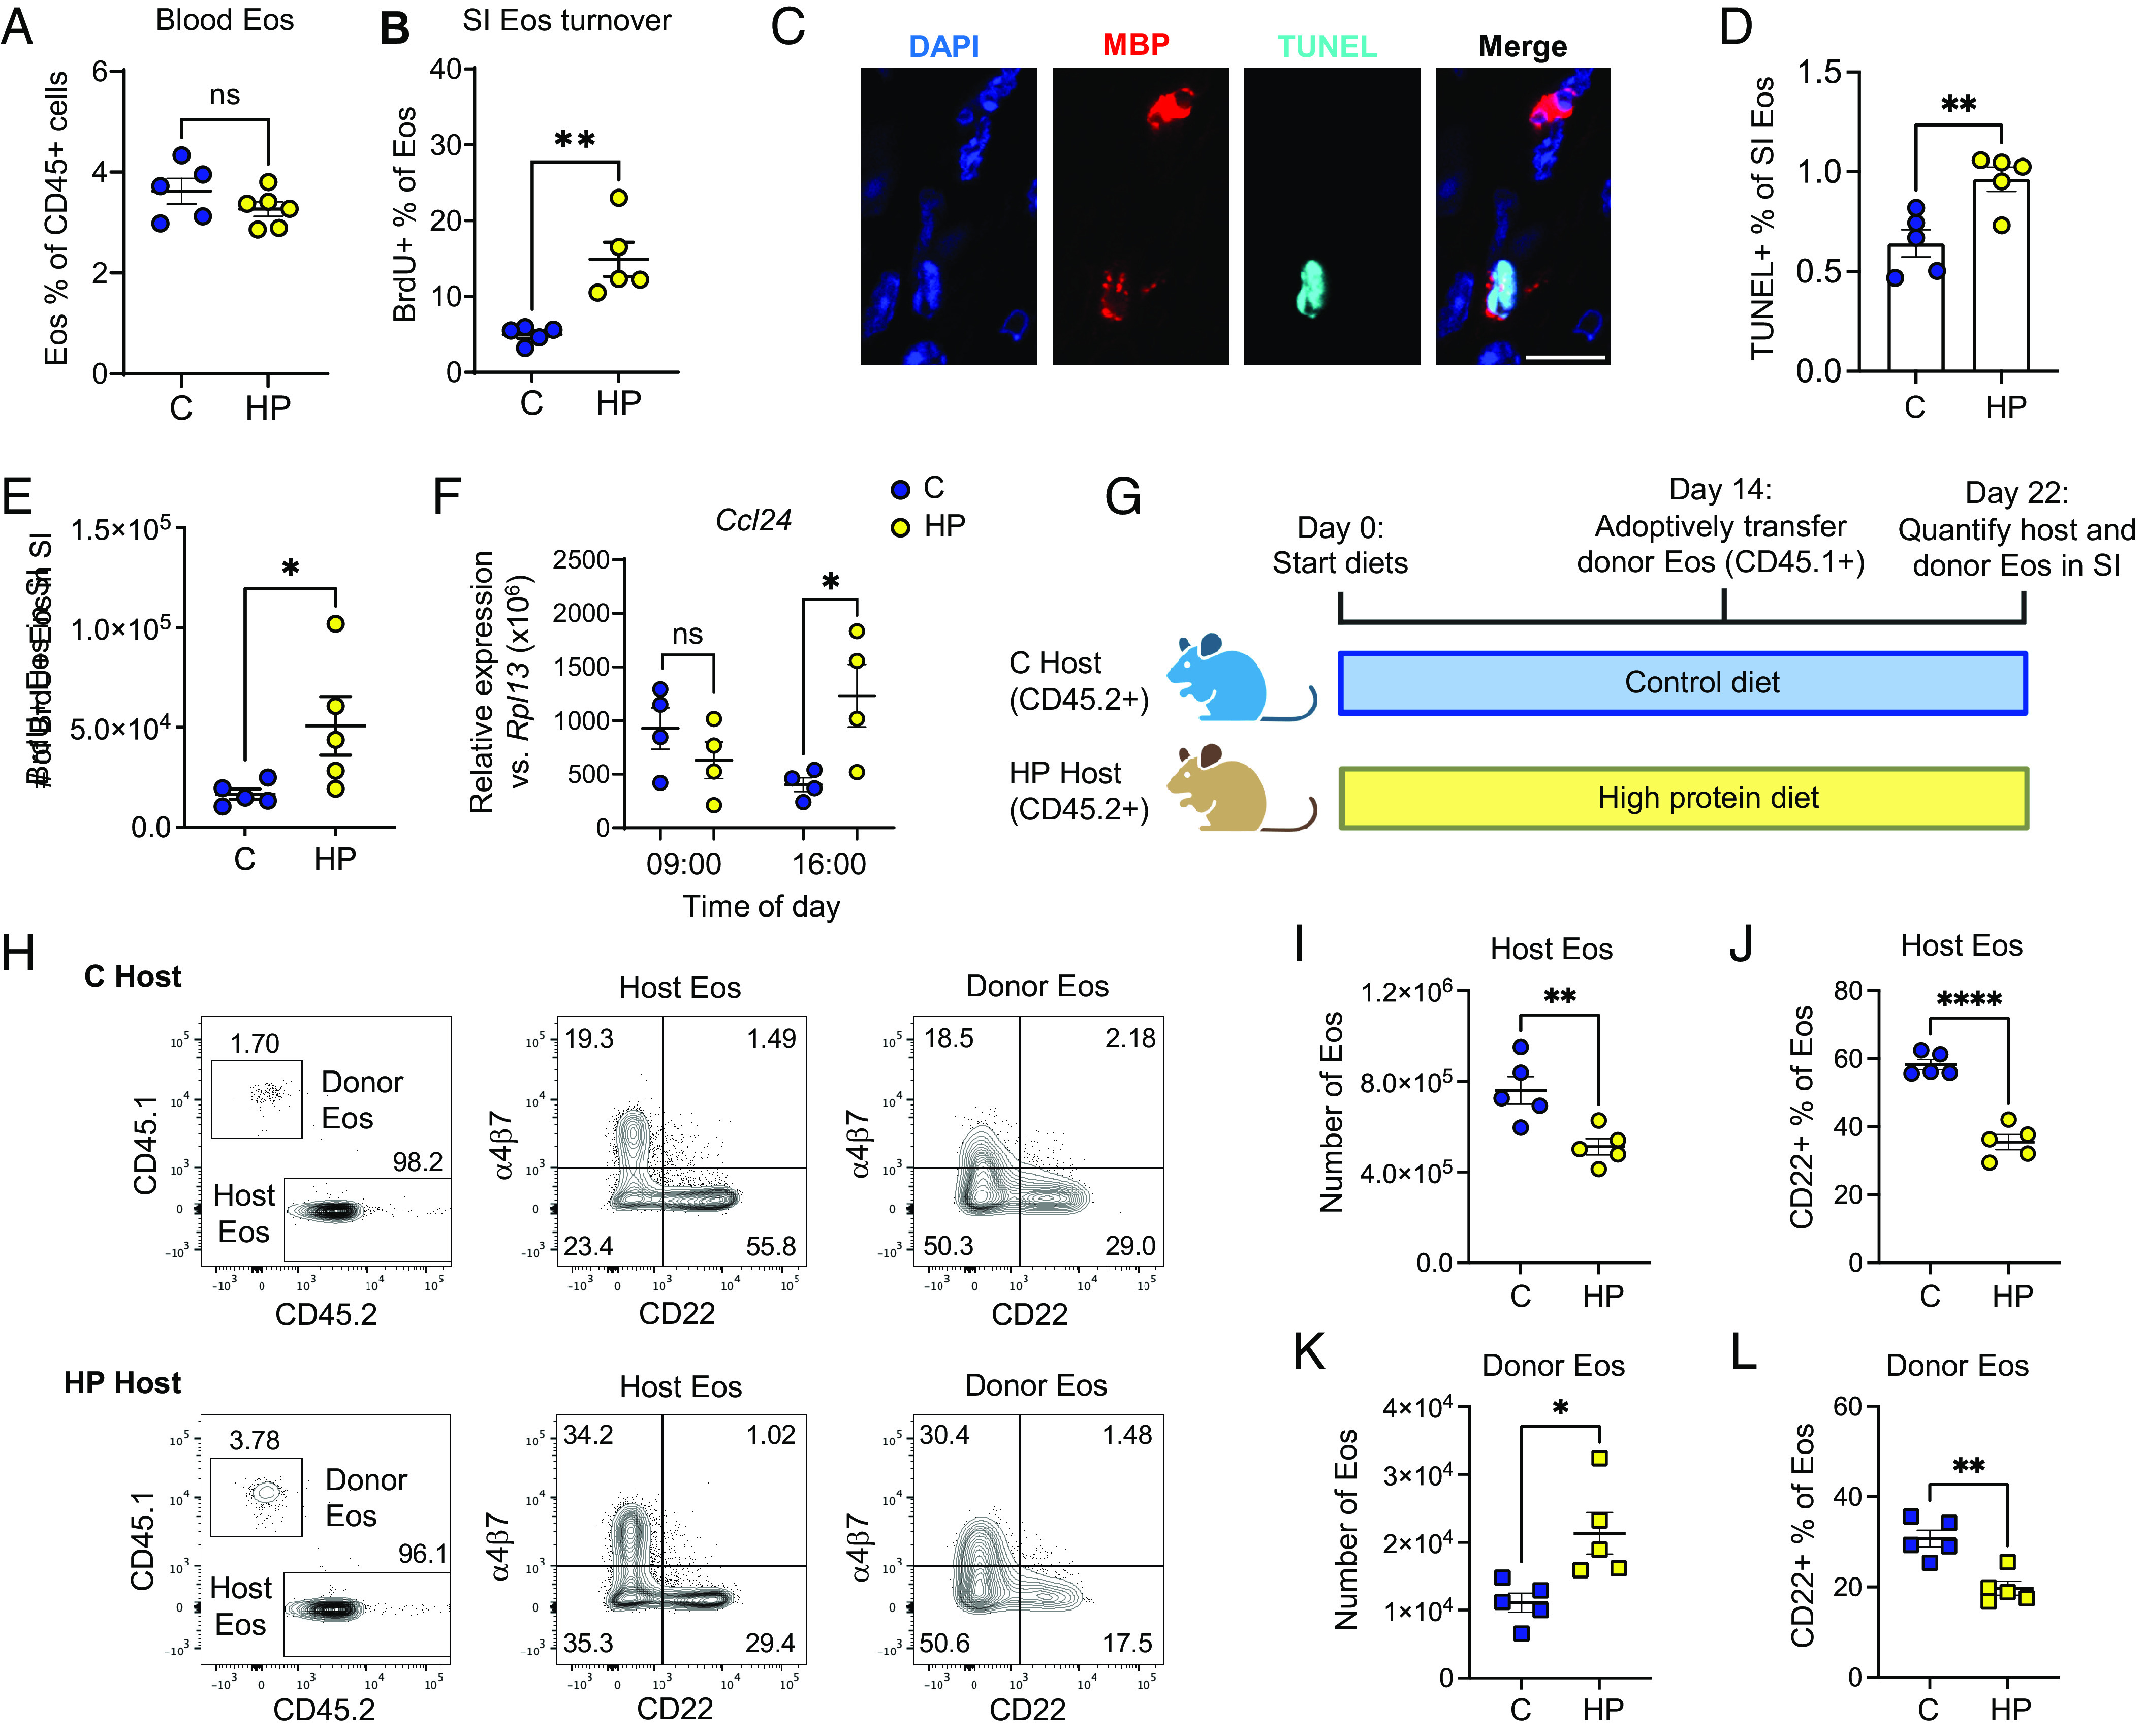
High-protein diet accelerates SI eosinophil turnover independently of alterations to eosinophil development. (*A*) Eosinophil frequency in blood from mice fed control (C) or high-protein (HP) diets for 15 d, representative of greater than 3 experiments with 3 to 6 mice per group. (*B*) Percent of proximal SI lamina propria (LP) eosinophils that were labeled by BrdU after 3 d of labeling, representative of 3 experiments with 3 to 5 mice per group. (*C*) Representative images of MBP, TUNEL, and DAPI immunofluorescence staining in the proximal SI. (Scale bar, 10 μm.) (*D*) Quantification of apoptosis (TUNEL+) in proximal SI eosinophils (MBP+) in mice fed C or HP diets for 15 d, representative of 3 experiments with 4 to 5 mice/group. (*E*) Absolute number of proximal SI LP eosinophils that were labeled by BrdU after 3 d of labeling during feeding with the indicated diets (days 12 to 15), representative of 3 experiments with 3 to 5 mice per group. (*F*) Eotaxin-2 (*Ccl24*) gene expression in the proximal SI epithelium after feeding with the indicated diets for 15 d and sample collection at the indicated times of day, representative of 3 experiments with n = 3 to 6 mice per group. (*G*–*L*) Eosinophil adoptive transfer experiment, representative of two experiments with 4 to 5 recipient mice per group: Schematic showing experimental design (*G*), representative flow cytometric analyses of host (CD45.2+) and donor (CD45.1+) eosinophils isolated from proximal SI LP of host (recipient) mice fed C or HP diets (*H*), number of host eosinophils in SI (*I*), percent of host eosinophils that were CD22+ (*J*), number of donor eosinophils in SI (*K*), and percent of donor eosinophils that were CD22+ (*L*) in recipient mice fed C or HP diet, on day 22 of the experimental protocol shown in G. Data are presented as mean ± SEM. All data were analyzed by Student’s *t* test. ^∗∗∗∗^*P* < 0.0001, ^∗∗∗^*P* < 0.001, ^∗∗^*P* < 0.01, ^∗^*P* < 0.05, and ns = not significant (*P* > 0.05).

Surprisingly, despite the overall reduction of SI eosinophils in response to high-protein diet, BrdU labeling also revealed an increase of recently recruited SI eosinophils (number of BrdU+ eosinophils in the SI after 3 d of labeling) in mice fed the high-protein diet compared to the control diet (Fig. 4*E*). To explore the mechanisms underlying this increased recruitment, we measured expression of genes encoding chemokines that are known to attract eosinophils to the SI. We found increased expression of eotaxin-2 (*Ccl24*) in the SI epithelium in the afternoon, suggesting a possible role for this chemokine in the increased eosinophil recruitment during high-protein feeding (Fig. 4*F*).

We also addressed other potential mechanisms that might operate downstream of dietary amino acids. We first tested the involvement of the microbiota, which are known to influence the functions of intestinal eosinophils and are sensitive to dietary macronutrient composition (26, 33). High-protein feeding still resulted in loss of CD22+ eosinophils in germfree mice and in mice treated with broad-spectrum antibiotics, indicating that the microbiota are not required for the dietary effect (*SI Appendix*, Fig. S5 *B*–*E*). In addition, we tested the role of AHR, a nuclear receptor that integrates microbial and dietary cues, which was recently found to regulate eosinophil adaptation to the SI (41, 42). Dietary supplementation of Indole-3-carbinol (I3C), an AHR ligand precursor (57), led to increased eosinophil accumulation without altering the proportion of CD22+ cells, suggesting that signaling through AHR does not mediate the effect of high-protein diet (*SI Appendix*, Fig. S5 *F* and *G*). Finally, since both high-protein diet feeding and inhibition of RA signaling resulted in accelerated eosinophil turnover and loss of villus-resident eosinophils, we asked whether these two signals act through the same or distinct pathways. We observed that high-protein diet still reduced eosinophil accumulation when RAR signaling was inhibited by BMS493 (*SI Appendix*, Fig. S5*H*). Furthermore, expression of RAR target genes (34, 58) was largely unchanged in SI of mice fed high-protein diet, suggesting that dietary amino acids and RA act through distinct pathways to regulate eosinophil adaptation to the SI (*SI Appendix*, Fig. S5 *H*–*J*).

Finally, to determine whether the effects of high-protein diet depended on alterations to signals imparted upstream during eosinophil development, we used an adoptive transfer approach (Fig. 4*G*). To obtain a large number of donor eosinophils, congenic (CD45.1+) mice fed normal chow were injected with IL-5 plasmid to boost endogenous eosinophil production (59). Splenic CD45.1+ eosinophils from IL-5-plasmid boosted mice were adoptively transferred into CD45.2+ mice that had been fed either control or high-protein diet for the preceding 2 wk. Eight days after transfer, donor (CD45.1+) and host (CD45.2+) eosinophils in the SI of recipient mice were analyzed (Fig. 4*H*). As expected, there were fewer host eosinophils and fewer CD22+ eosinophils in the mice fed the high-protein diet (Fig. 4 *I* and *J*). Consistent with increased eosinophil recruitment, more donor eosinophils were recovered from mice fed the high-protein diet (Fig. 4*K*). Importantly, donor eosinophils recovered from recipients fed high-protein diet still exhibited a reduced frequency of CD22+ cells compared to donor eosinophils recovered from recipients fed the control diet (Fig. 4*L*). Since the donor eosinophils developed in mice fed normal chow, yet still responded to high-protein diet after transfer, these results indicate that the effects of high-protein diet do not depend on alterations to eosinophil development in the bone marrow and instead are probably a consequence of altered signals produced in the SI.

## Discussion

Recent studies demonstrated the existence of tissue-resident eosinophil subsets with distinct transcriptional profiles (14, 42), but little is known about the processes that guide the development of these specialized populations. Here, we report that eosinophil adaptation to the SI is characterized by gradual redistribution along the crypt–villus axis and transcriptional remodeling. Furthermore, we find that this adaptation is regulated by multiple nutrient-derived signals, including RA and dietary amino acids (Fig. 5). Our results, therefore, highlight the importance of the nutritional milieu as a key factor in the SI microenvironment that shapes eosinophil identity.

**Fig. 5.**
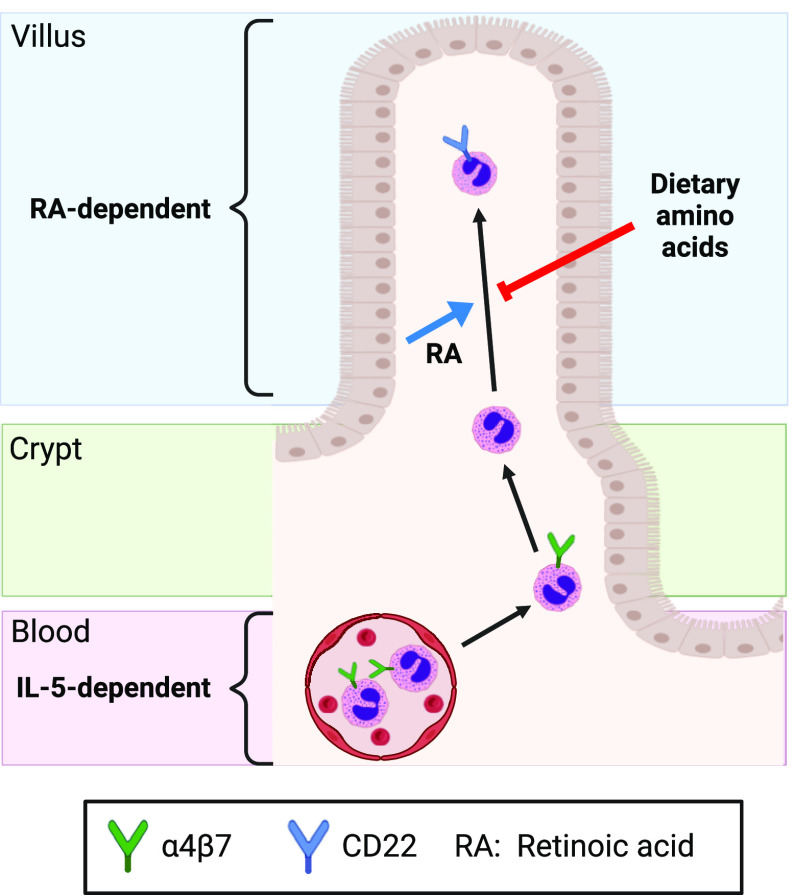
Model: regulation of eosinophil adaptation to the SI by nutrient-derived signals. Circulating eosinophils depend on IL-5 and enter the SI near the crypts. As eosinophils adapt to the tissue, they down-regulate α4β7, up-regulate CD22, migrate into the villi, and exhibit an altered transcriptional profile. Maintenance of CD22+ villus-resident eosinophils depends on RA signaling and is inhibited by high levels of dietary amino acids.

Our study builds on earlier phenotypic characterization of SI eosinophil subsets by demonstrating how aspects of the population heterogeneity are related to spatial and temporal dimensions of tissue residency. Newly recruited eosinophils that are concentrated near the crypts (α4β7+) exhibit a distinct surface phenotype and transcriptome compared to eosinophils that already migrated into the villi (CD22+). Whether this transition from crypt to villus is fixed or reversible, analogous to reversible macrophage polarization (2), remains an open question and could be addressed with fate mapping tools. It is likely that migration of eosinophils from crypt to villus exposes them to a different milieu of instructive signals, including different concentrations of RA and dietary amino acids, which allows cell adaptation to occur in a spatially defined manner. Analogous mechanisms guide the differentiation of epithelial cells as they migrate along the crypt–villus axis (45, 60), suggesting that it may be a general principle of cell adaptation to the SI; future studies could examine whether other immune cell types also mature along the crypt–villus trajectory.

Our transcriptional analysis of SI eosinophils at early and late stages of adaptation revealed many differentially expressed genes from multiple biological pathways. The enrichment of genes related to translation and glycolysis in the younger eosinophils (α4β7+) is consistent with the notion that tissue adaptation is an anabolic process, presumably involving the synthesis of proteins that support the specialized functions in the tissue. The upregulation of cholesterol biosynthetic genes at later stages is surprising; the role of cholesterol in eosinophil biology is largely unexplored and could have important implications for their survival and/or function in this tissue environment. The downregulation of genes involved in inflammation might indicate that eosinophils are polarizing toward a distinct regulatory state under homeostatic conditions, analogous to a subpopulation of regulatory eosinophils recently described in the lung (61). Since our analyses were based on RNA sequencing of bulk populations, they do not fully capture the phenotypic diversity of cells at these different stages. Future analyses based on single-cell sequencing, while exceptionally challenging for eosinophils due to their abundant RNases, would help address this issue (40).

One of the most distinctive features of the SI environment is its direct exposure to dietary nutrients. We therefore hypothesized that dietary nutrients, or signals derived from them, play a role in shaping eosinophil adaptation to this tissue. Consistent with this hypothesis, we found that RA, a metabolite of vitamin A, promoted the accumulation of villus-resident eosinophils via activation of RARs. This result is consistent with a recent study which proposed that specific microbes can limit intestinal eosinophil accumulation by suppressing RA production (34). It also reinforces the general importance of RA for guiding adaptation of cells to the SI, previously reported for epithelial cells, dendritic cells, and innate lymphoid cells, among others (62–64). Despite the importance of IL-5 for maintaining circulating eosinophils, loss of IL-5 only had a modest effect on eosinophil turnover in the SI, suggesting that eosinophils “switch” their dependence from IL-5 to RA after entry into this tissue.

While we observed that RA can directly promote survival of isolated SI eosinophils, our results also raise the possibility that RA can promote a developmental transition associated with villus residency, in line with its general role in cell differentiation (65). RA in the SI can be synthesized from vitamin A by enterocytes and dendritic cells (64), and future studies could dissect the contributions of these sources to eosinophil adaptation through cell type-specific ablation of RA synthesis genes. Whether the eosinophil dependence on RA is unique to the SI is unclear; it is tempting to speculate that each tissue type produces a distinct combination of signals to guide eosinophil adaptation in a manner that is appropriate for function in that tissue.

In addition to regulation by RA, we unexpectedly found that elevated dietary amino acids in a high-protein diet accelerate eosinophil turnover and specifically suppress accumulation of villus-resident eosinophils. Adoptive transfer experiments suggested that this effect is not attributable to altered eosinophil development in the bone marrow and most likely reflects altered signaling within the SI. While we observed increased eosinophil apoptosis on high-protein diet, indicating that survival is reduced, it remains possible that changes to eosinophil differentiation or migration also contribute to reduced accumulation of CD22+ eosinophils in the villi. The exact mechanism(s) by which amino acids influence eosinophil adaptation to the SI will require further investigation; though amino acids have diverse direct effects on immune cells (66), our data suggest that the effect is indirect and not dependent on RARs, AHR, or microbiota (*SI Appendix*, Fig. S4). Future studies should test the involvement of amino acid sensors, such as CaSR and GPRC6A, as well as signaling molecules that are regulated by dietary amino acid abundance (67).

The distinct effects on villus-resident and crypt-resident SI eosinophils after RAR inhibition or high-protein diet raise the possibility that eosinophil adaptation is tied to enterocyte programs that exhibit graded expression along the crypt–villus axis, referred to as enterocyte zonation (45, 46). For example, antimicrobial genes are enriched among enterocytes near the bottom of the villus, while genes involved in amino acid, carbohydrate, and lipid absorption are sequentially enriched from the center to the top of the villus (45, 46). These zonation patterns arise as enterocytes gradually migrate and mature under the control of opposing Wnt and BMP gradients along the crypt–villus axis (60). The higher expression of RA synthesis genes *Aldh1a1* and *Rdh7* in mature enterocytes, which are located in the upper portion of the villus, is consistent with eosinophils encountering higher levels of RA as they move into this region (68). Similarly, it is possible that enterocyte-derived signals that are expressed in conjunction with amino acid handling genes near the center of the villus are involved in eosinophil regulation in response to dietary amino acid abundance. Thus, the spatial pattern of eosinophil adaptation to the SI might be intimately linked to the parallel pattern of enterocyte zonation.

Our findings in eosinophil-deficient ΔdblGATA mice support a role for SI eosinophils in tissue architecture and local immunoregulation. The observation of decreased villus area in ΔdblGATA mice is consistent with similar findings in a recent report (33). It might be a consequence of direct action of eosinophil products, such as matrix metalloproteinases, on the extracellular matrix, or it might be indirectly mediated via eosinophil cross talk with other cells, such as fibroblasts (69). This structural alteration might partially contribute to the reduced numbers of monocytes, dendritic cells, T cells, and other immune cells in the LP of ΔdblGATA mice. In addition, SI eosinophils might directly or indirectly support recruitment or maintenance of these immune cells via production of chemokines and other signals. We suspect that the villus-resident eosinophils are primarily responsible for these functions due to their greater degree of tissue adaptation, but definitively testing this hypothesis requires the development of new tools to selectively ablate specific eosinophil subsets.

Unexpectedly, we were not able to reproduce some of the findings reported by other researchers who studied ΔdblGATA or PHIL (eosinophil-deficient) mice, including observations of altered epithelial migration, accelerated gut motility, and increased intestinal permeability (33, 34). Since some of these functions were reported to depend on microbiota, we suspect that the discrepancy can be explained by differences in microbiota composition across mouse facilities. It will be important for future studies to continue to define the microbiota species that influence eosinophil functions, determine their prevalence in different mouse facilities, and ascertain the mechanisms by which they exert this influence.

Our observations of eosinophil regulation by nutrient-derived factors add to a growing body of evidence linking eosinophils to different aspects of nutrition and metabolism. Earlier studies had demonstrated effects of fasting or high fat diet feeding on eosinophil homeostasis, as well as eosinophil roles in lipid and glucose metabolism (18, 21, 33, 41, 50). The significance of these surprising associations is uncertain; from an evolutionary perspective, they might reflect a fundamental, conserved role of eosinophils in immune-metabolic cross talk. For example, remodeling of eosinophil populations in response to shifts in diet composition might help steer local immune responses in a direction that is more suitable for a particular metabolic state. It is also possible that a dietary shift could be interpreted by the host as a sign of a parasite infection which has evaded direct detection; a subsequent remodeling of the local eosinophil populations might help optimize defenses against this threat.

In all, our study demonstrates how eosinophil adaptation to the SI under homeostatic conditions is regulated by different nutrient-derived signals and further highlights eosinophil contributions to tissue structure and immunoregulation in this tissue. Whether analogous signaling mechanisms orchestrate eosinophil adaptation in other tissues and whether these are conserved from mouse to human are important questions for future investigation. Diet-dependent regulation of eosinophils could have important implications either for normal physiology or disease states associated with eosinophil accumulation, such as eosinophilic gastroenteritis. Thus, our study raises several key questions at the intersection of eosinophil biology, tissue homeostasis, and nutrition.

## Materials and Methods

Additional methods are provided in *SI Appendix*.

### Animals and Diets.

All animal experiments were performed in accordance with institutional regulations after protocol review and approval by Yale University’s Institutional Animal Care and Use Committee. The following strains were originally obtained from Jackson Laboratories and subsequently bred in house: C57BL/6J (stock no. 000664), B6 CD45.1 (stock no. 002014), BALB/cJ (stock no. 000651), ΔdblGATA (stock no. 005653), and Red5 (R5/R5) (stock no. 030926). *Il1rl1*^−/−^ mice were provided by Andrew McKenzie (MRC Laboratory of Molecular Biology). Germfree C57BL/6 mice were bred and maintained in sterile conditions in Class Biologically Clean isolators (Class Biologically Clean, Madison, WI, USA). Dietary interventions in germfree mice were performed in microisolator cages (Isocage 72P; Techniplast). Animals were exposed to a 12:12 hour light/dark cycle (light from 7 AM to 7 PM). Male and female mice of 6 to 12 wk of age were used for all experiments. Age- and sex-matched mice were used for all experiments, and cohoused littermates were used whenever possible, including WT control littermates for experiments involving genetically modified strains.

### Diet Experiments.

Mice had free access to food except during fasting and food restriction experiments. For overnight fasting experiments, food was removed in the afternoon, and mice were analyzed the following morning. For every other day fasting experiments, mice were subjected to repeated cycles of 24 h of fasting followed by 24 h of ad lib feeding for a total duration of 15 d. For food restriction experiments, mice were provided 60% of the amount of food consumed by control mice fed ad libitum for a total duration of 15 d. Removal or provision of food was done in the afternoon.

Regular mouse diet was Teklad Global 18% Protein Rodent Diet (2018S) from Harlan Laboratories. Custom diets with variable macronutrient composition (high carbohydrate, high protein, and high fat) were purchased from Envigo with irradiation and vacuum packing. Complete compositions of all purchased custom diets are shown in *SI Appendix*, Table S1. Custom diets with and without Indole-3-carbinol (I3C) were purchased from Research Diets, Inc. (*SI Appendix*, Table S1). Custom diets supplemented with variable amounts of casein or purified amino acids were prepared in-house in powder form, starting from a concentrated 30% basal mixture (Envigo, *SI Appendix*, Table S1) that was supplemented with variable amounts of corn starch (Earthborn Elements), casein (Envigo), or purified individual amino acids (Purebulk Inc. or Hard Eight Nutrition LLC) to make the complete diets with the indicated protein and/or amino acid compositions. Individual amino acids were mixed together to match the natural composition of casein (70). Powdered diets were provided in plastic containers covered by metal feeder shields (Unifab Corp) to limit spillage. Mice were fed custom diets for 15 d unless indicated otherwise.

### BrdU Labeling In Vivo.

BrdU labeling was initiated by intraperitoneal (I.P.) injection of 2 or 3 mg of BrdU. In BrdU pulse–chase experiments, mice were provided BrdU in drinking water (0.8 mg/mL) for a 24 h period, then switched to plain water for the indicated number of days. In continuous labeling experiments, mice were maintained on BrdU-containing water for the indicated number of hours or days. BrdU water was replaced every 3 d and protected from light.

### BMS493 Treatment.

Mice received daily I.P. injections of BMS493 (MedChemExpress, 220 µg in 25 µL of DMSO) for 8 or 12 d. Controls received DMSO alone.

### Antibiotic Treatment.

Mice received vancomycin (500 mg/L) (Cayman Chemical), ampicillin (1 g/L) (Sigma Aldrich), neomycin (1 g/L) (Sigma Aldrich), and metronidazole (1 g/L) (Sigma Aldrich) in drinking water starting at 6 wk of age for a total of 4 wk. Antibiotic water was replaced weekly and protected from light. Mice were fed control or high-protein diets for the final 15 d of antibiotic treatment.

### Gut Transit Time.

To measure gut transit time, 18 mg of carmine red dye in 0.3 mL of 0.5% methylcellulose was administered by oral gavage to singly housed mice. The time until the appearance of the first red fecal pellet (corresponding to the gut transit time) was recorded.

### Intestinal Permeability (FITC-Dextran Assay).

To measure intestinal permeability, mice were fasted for 3 h and then received 5 to 10 mg of 4 kDa FITC-dextran (Sigma) in 0.2 mL phosphate-buffered saline (PBS) by oral gavage. One hour later, plasma was collected, and FITC fluorescence (excitation at 488 nm, emission at 538) in the plasma was measured with a BioTek microplate reader. Background fluorescence signal was determined in plasma samples from untreated control mice and subtracted from the experimental values.

### IL-5 Delivery and Eosinophil Adoptive Transfer.

To boost eosinophil production in donor B6 CD45.1 mice, IL-5 overexpression was induced by hydrodynamic delivery of pCAG-IL-5 plasmid (generously provided by Jun-ichi Miyazaki) (59). The plasmid was injected intravenously (I.V., via the retro-orbital sinus) at 2.5 mg/kg in 0.1 mL/g of normal saline, in 6 to 9 s. Two weeks later, mice were killed, and splenic eosinophils were isolated under sterile conditions. To leave eosinophils “untouched,” eosinophils were isolated by negative selection using anti-biotin MicroBeads and LS columns (Miltenyi Biotec) according to the manufacturer’s protocol. Cells were incubated with the biotinylated antibodies against the following antigens: NK1.1, CD90.2, CD8a, B220, MHCii (IA/IE), Ly6g (clone 1A8), and Ter119 (see *SI Appendix*, Table S2 for antibody details). Flow cytometric analysis confirmed that eosinophil purity after isolation was >90%. Approximately 25 × 10^6^ eosinophils were adoptively transferred by intravenous injection into B6 CD45.2 recipients (hosts) which had been fed either control or high-protein diets for the preceding 2 wk. Eight days after transfer, mice were killed, and the proximal SI LP was isolated for analysis of donor (CD45.1+) and host (CD45.2+) eosinophils by flow cytometry, as described earlier.

### Ex Vivo Culture of Isolated LP Cells with Different Concentrations of Amino Acids.

Isolated LP cells from the proximal SI were further purified by Percoll density gradient centrifugation. Cells were resuspended in 40% isotonic Percoll (GE Healthcare, diluted with PBS) and carefully laid on top of 75% isotonic Percoll. After centrifugation for 20 min at 800 g (without brake), cells were collected from the interface between the 40% and 75% Percoll layers. The cells were washed twice with cold Roswell Park Memorial Institute (RPMI) media and then cultured at a density of 4 × 10^5^ cells in 125 μL of modified complete RPMI media containing 10% FBS and a variable amount of amino acids for 48 h at 37 °C with 5% CO_2_. The RPMI media were prepared with either 1, 2, 4, 6, 8, or 12 times the normal amount of amino acids provided in standard Minimum Essential Medium (MEM) media (Gibco). Live cells (exhibiting weak staining with Zombie Yellow dye) were quantified by flow cytometry before and after culture, and cell viability after 48 h was calculated as a percentage of the initial input.

### Ex Vivo Culture of Isolated LP Eosinophils with RA.

Eosinophils were isolated from proximal SI LP by Percoll (described above) and by negative selection with anti-biotin MicroBeads and MS columns (Miltenyi Biotec) according to the manufacturer’s protocol. Cells were incubated with Fc block and biotinylated antibodies against the following antigens: IgA, MHC class II, Ly6g, CD115, B220, CD140a, CD90.2, and CD8a. Eosinophils were enriched to >90% purity. Approximately 50 × 10^4^ eosinophils per well were cultured in complete RPMI with 100 nM all-*trans*-RA (Sigma) or DMSO (vehicle control) alone. Eosinophil viability was measured by flow cytometry on day 3 of culture (% of eosinophils exhibiting weak staining with Zombie Yellow dye).

### RNA Sequencing.

Sequencing libraries were constructed with SMARTer® Stranded Total RNA-Seq Kit v3–Pico Input Mammalian (Takara Bio) according to the manufacturer’s instructions. Three nanograms of total RNA were used as input. Library size was determined by Agilent High Sensitivity RNA ScreenTape (Agilent Technologies). Library concentration was determined by the KAPA Library Quantification Kit (Kapa Biosystems) according to the manufacturer’s instructions. Paired-end sequencing was performed with NextSeq 1000/2000 P2 Reagents (100 Cycles) v3 on a NextSeq 2000.

### RNA Sequencing Analysis.

Trimmed and processed sequencing reads were pseudoaligned to the mouse mm10 genome build using Kallisto (71). Differential expression, defined as a fold change ≥ 1.5 and an adjusted *P*-value ≤ 0.05, was determined using DESeq2 (72). Genes with extremely low expression (average normalized count of 10 or less) were excluded from the analysis. K-means clustering analysis was performed with Morpheus (https://software.broadinstitute.org/morpheus). Heatmaps were generated in R (73). Gene ontology enrichment analysis was performed using DAVID Bioinformatics Resources 6.8 (74). The Volcano plot was made using the fold changes and adjusted *P*-values from DESeq2 (75).

### Statistical Analyses.

For most experiments, statistical significance was determined by two-sided Student’s *t* test. Significance in Fig. 1*D* was determined by linear regression analysis. Significance in RNA-seq was determined by differential expression analyses as described above.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

The RNA-seq data have been deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE236132 (76).

# Supplementary material for: Nutrient-derived signals regulate eosinophil adaptation to the small intestine
**Source:** Proc Natl Acad Sci U S A. 2024 Jan 25;121(5):e2316446121. doi: 10.1073/pnas.2316446121
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

Nutrient-derived signals regulate eosinophil adaptation to the small intestine

Vassily I. Kutyavin, Lisa L. Korn, Ruslan Medzhitov

Ruslan Medzhitov

### **This PDF file includes:**

Supporting Text  
Figures S1 to S5  
Tables S1 to S3  
SI References

## Supporting Information Text

### Additional Methods

#### Epithelial cell & lamina propria isolation (for qPCR and flow cytometry)

Single cell suspensions of epithelial and lamina propria cells from the small intestine were prepared as described previously (3). For most experiments, only the proximal half of the small intestine tissue was collected. Unless otherwise indicated, isolation was performed in the morning. For separate isolation of duodenum, jejunum, and ileum, the most proximal 4 cm of the tissue was collected as duodenum, the proximal half of the remaining tissue was collected as jejunum, and the distal half was collected as ileum. Briefly, after removal of Peyer's patches, the intestine tissue was opened longitudinally, washed extensively in phosphate-buffered saline, cut into 1-2 cm pieces and incubated in RPMI media containing 5 mM EDTA, 0.145 mg/mL DTT, and 3% FBS at 37°C with 5% CO<sub>2</sub> for 20 minutes with agitation. The tissue pieces were washed three times in serum-free RPMI media containing 2 mM EDTA by vigorous shaking. All of the resulting media (containing the epithelial fraction) was collected and pooled. A fraction of the collected epithelial cells was taken for RNA isolation. The remaining tissue (containing lamina propria) was minced and incubated in RPMI containing 0.1 mg/mL Liberase TL and 0.05% DNase at 37°C with 5% CO<sub>2</sub> for 30 minutes with agitation. The resulting suspension was then passed through 70 and 40 µm strainers to isolate lamina propria cells for flow cytometry.

#### Flow cytometry

Single cell suspensions were first stained with Zombie Yellow viability dye (Biolegend) according to the manufacturer's instructions. Next, cells were incubated with anti-CD16/32 (Fc block) and fluorochrome-conjugated antibodies directed at cell surface antigens for 20 minutes at 4° C (see Table S2 for full list of antibodies). BrdU staining was performed with a FITC BrdU Flow Kit (BD Biosciences) according to the manufacturer's instructions. Staining for transcription factors was performed using the Foxp3 / Transcription Factor Staining Buffer set (Ebioscience). 123count eBeads (Invitrogen) counting beads were added to the cell suspensions to facilitate absolute cell number quantification. Flow cytometric analysis was performed on a BD Biosciences LSR II or FACSymphony cell analyzer with FACSDiva software. Downstream data processing and analysis was done in FlowJo (FlowJo, LLC).

Immune cell populations were identified as singlet, live, CD45<sup>+</sup> cells. Eosinophils were additionally CD11b<sup>+</sup> SiglecF<sup>+</sup> MHC class II (MHCii)<sup>-</sup> Ly6g<sup>-</sup>. Neutrophils were CD11b<sup>+</sup> Ly6g<sup>+</sup> SiglecF<sup>-</sup>. ILCs were lineage negative (in Figure S2: CD11b, CD11c, CD19, Gr-1, NK1.1, Ter119; in Figure S4: CD3, CD5, CD8a, CD8b, CD11b, CD11c, CD19, Gr-1, TCRβ, Ter119) and Gata3<sup>+</sup> or Rorγt<sup>+</sup> (ILC2 or ILC3, respectively). αβ T cells were TCRβ<sup>+</sup> and CD4<sup>+</sup> Foxp3<sup>+</sup> (Tregs), CD4<sup>+</sup> RORγt<sup>+</sup> (Th17), CD4<sup>+</sup> Gata3<sup>+</sup> (Th2), or CD8α<sup>+</sup> (CD8 T cells). γδ T cells were γδTCR<sup>+</sup>. Plasma cells were IgA<sup>+</sup> and negative for CD11c, CD11b, and B220. Ly6c<sup>+</sup> monocytes were CD11b<sup>+</sup> CD64<sup>+</sup> SiglecF<sup>-</sup> Ly6G<sup>-</sup> MHCii<sup>-</sup> Ly6c<sup>+</sup>. Macrophages were CD11b<sup>+</sup> CD64<sup>+</sup> SiglecF<sup>-</sup> Ly6G<sup>-</sup> MHCii<sup>+</sup> Ly6c<sup>-</sup>. Dendritic cells were CD11c<sup>+</sup> MHCii<sup>+</sup> CD103<sup>+</sup> and further defined as CD11b<sup>+</sup> or CD11b<sup>-</sup>.

#### Cell sorting

Eosinophils were sorted from single cell suspensions of proximal small intestine lamina propria. Cells were stained with Zombie Yellow and surface makers as in flow cytometry. Following staining, DAPI was added (0.05 ug/ml) so that cells that died after the initial staining could be excluded. Sorting was performed on a BD Aria II using a 100 µm nozzle

and eosinophil subsets were sorted into 100% fetal bovine serum at 4°C. Each subset sample contained 225,000-415,000 sorted eosinophils from 2 pooled mice. After sorting, RNA was isolated immediately.

#### **Isolation of immune cells from other tissues**

For some organs, tissue eosinophil frequency (shown as “percent of non-circulating CD45+ cells”) was determined by exclusion of circulating eosinophils. Briefly, mice were injected intravenously with 3 µg anti-CD45 antibody conjugated to Alexa Fluor 700 approximately 3 minutes prior to sacrifice to label blood-exposed cells, and these cells were identified by flow cytometry and excluded from the subsequent analysis.

**Adipose tissue:** Perigonadal adipose tissue was isolated and minced with scissors, then incubated in Ham’s F-10 media containing 2 mM L-glutamine, 15 mg/mL bovine serum albumin (BSA), and 1 mg/mL Type 1 Collagenase (Worthington) for 30 minutes at 37°C, shaking. The resulting cell suspension was then briefly vortexed, passed through a 70 µm strainer, and washed twice with Ham’s F-10 media prior to staining for flow cytometry.

**Blood:** Blood was collected by retro-orbital puncture into EDTA-coated tubes and lysed with Ammonium-Chloride-Potassium (ACK) buffer (6 minutes at room temperature), then washed with PBS prior to staining for flow cytometry.

**Liver:** After intravenous labeling with anti-CD45 (see above), the whole liver was isolated and minced with scissors, then incubated in Hank’s Balanced Salt Solution (HBSS) containing 0.2 mg/mL BSA, 0.01 mg/mL DNase I, and 1 mg/mL Type IV Collagenase (Worthington) for 30 minutes at 37°C, shaking. The resulting cell suspension was then briefly vortexed, passed through a 70 µm strainer, and centrifuged. The pellet was then resuspended in 33% Percoll (diluted with PBS) and centrifuged for 20 minutes at 800 g, room temperature, without brake. The resulting pellet was then lysed with ACK buffer (6 minutes at room temperature), then washed with PBS twice before staining for flow cytometry.

**Mesenteric lymph nodes:** The entire chain of mesenteric lymph nodes was dissected from surrounding tissue and manually disrupted through a 70 µm strainer to create a single cell suspension.

**Peritoneal cavity:** To isolate peritoneal cells, the peritoneal cavity was exposed and injected with 4.5 mL of RPMI media containing 3% FBS using a 30 gauge needle. The peritoneal cavity was vigorously agitated for one minute to dislodge cells, then the fluid (containing peritoneal cells) was collected.

**Stomach and colon:** Single cell suspensions of stomach and colon lamina propria were isolated in the same manner as the small intestine.

**Spleen:** Spleens were manually disrupted through a 70 µm strainer, incubated with ACK lysis buffer for 5 minutes at room temperature, resuspended in fresh media, and filtered again as needed prior to downstream applications.

**Thymus:** Thymus was dissected, gently blotted briefly on a Kimwipe to remove excess blood or fat if present, shredded with tweezers to create a single cell suspension, and filtered through a 70 µm strainer prior to staining for flow cytometry.

### **Histology, immunofluorescence/immunohistochemistry, and TUNEL**

For most procedures, freshly isolated small intestine was fixed in 10% formalin overnight at room temperature. The tissue was then embedded in paraffin, sectioned at 5 µm thickness, deparaffinized with xylene and rehydrated through graded concentrations of ethanol in water. Sections were then stained with hematoxylin and eosin (H&E), or processed for immunofluorescence/immunohistochemistry or TUNEL. For MBP staining, antigen retrieval was performed with Digest-All™ 3 pepsin for 30 minutes at 37° C, followed by blocking (2.5% normal goat serum and 2.5% normal donkey serum) for 1 hour at room temperature, and then incubation with rat anti-MBP antibody (clone MT2-14.7.3, 1 µg/mL, purchased from the laboratory of Elizabeth Jacobsen, Mayo Clinic) overnight at 4° C. This was followed by incubation with secondary goat anti-rat IgG conjugated to Alexa Fluor 568 (or similar) for 30 minutes at room temperature. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) was done with In Situ Cell Death Detection Kit (Roche) per the manufacturer's instructions. For pretreatment of the tissue sections, the permeabilization solution was used. DAPI staining was performed at 300 nM for 3 minutes. Samples were mounted with Fluoromount G (Southern Biotech).

BrdU immunohistochemistry to quantify epithelial migration was performed by Yale Pathology Tissue Services. Small intestine sections were deparaffinized and rehydrated as described above, then denatured by incubation with 1N HCl at 37° C for 30 minutes. Epitope retrieval was then performed by incubation with trypsin. Next, the sections were incubated with H<sub>2</sub>O<sub>2</sub> to quench endogenous peroxidase activity. Then the sections were incubated with primary anti-BrdU antibody (Sigma #B2531), followed by incubation with secondary 'MACH 2' antibody reagent (Biocare Medical) conjugated to horseradish peroxidase. The sections were developed by applying 3,3'-Diaminobenzidine (DAB), followed by counterstaining with hematoxylin, dehydration, and mounting with resinous mounting media.

For CD22 and BrdU immunofluorescence staining in eosinophils, freshly isolated proximal small intestine was immediately frozen in optimal cutting temperature (OCT) compound (Sakura Finetek). The tissue was sectioned at 10 µm thickness, air dried for 30 minutes, and fixed with 10% formalin for 20 minutes. For CD22 staining, the sections were then blocked and permeabilized with Tris-buffered saline (TBS) containing 0.025% Triton X-100, 1% bovine serum albumin, 2.5% normal donkey serum, and 0.3 M glycine for 1 hour at room temperature. This was followed by incubation with goat anti-CD22 (R&D Systems, #AF2296, 0.67 µg/mL) and rat anti-MBP (0.5 µg/mL) antibodies in the same buffer as above (without glycine) overnight at 4° C. Secondary antibody incubation, DAPI staining, and sample mounting was performed as described earlier. For BrdU staining, fixed sections were incubated with 2N HCl for 30 minutes at 37° C, neutralized by two washes in 0.1 M borate buffer (pH 8.5), followed by permeabilization with 0.2% Triton X-100 in PBS for 30 minutes at room temperature. The samples were then blocked with 2.5% normal donkey serum and 2.5% normal goat serum for 1 hour at room temperature. This was followed by incubation with anti-BrdU antibody conjugated to APC (BD Pharmingen #51-23619, 1:200) and rat anti-MBP antibody (1 µg/mL) for 2 hours at room temperature. Secondary antibody incubation, DAPI staining, and sample mounting was performed as described earlier.

Imaging of CD22 staining (in combination with MBP and DAPI) was performed with a Leica Stellaris 8 confocal microscope, using 40X/1.3 or 63X/1.4 oil objectives. Imaging of other immunofluorescence staining was performed with a Leica DMI6000 B widefield microscope, using 10X, 20X, or 40X air objectives. LAS X software (Leica) was used for

image acquisition and export in tiff format. ImageJ/Fiji software (NIH) was used for image analysis.

Eosinophils were identified based on the presence of cytoplasmic MBP staining. Eosinophils were quantified per 'region', defined as an area of the tissue section that corresponds to 1 mm of longitudinal intestinal length. Apoptosis was indicated by overlap between TUNEL and DAPI staining. BrdU<sup>+</sup> eosinophils were identified first by finding overlap of MBP and BrdU signal (at 20X on the widefield microscope). BrdU incorporation was then visually verified by detecting overlap between BrdU staining and nuclear DAPI staining in the eosinophil. Only eosinophils with BrdU signal above a certain threshold (equivalent to signal observed on day 3 after BrdU labeling) were counted in the analysis in order to exclude eosinophils marked by residual BrdU remaining in progenitors after termination of the BrdU pulse. Eosinophil position along the crypt-villus axis was determined by measuring its relative distance from the villus base (position '0') and villus tip (position '100'). Eosinophils located below the villus base (in the vicinity of the crypts) were identified as crypt eosinophils, while those located above were identified as villus eosinophils. BrdU incorporation analysis was performed in a blinded manner.

Imaging of H&E staining and BrdU immunohistochemistry for quantification of epithelial migration was done with an Olympus BX40 microscope, using 10X/0.25 or 20X/0.40 air objectives. Images were exported in JPG format. ImageJ software (NIH) was used to quantify villus length, area, and epithelial migration. Villus length was measured as the distance from the villus base to the villus tip. Villus cross-sectional area was measured between the villus tip and the base. Epithelial migration distance was measured as the distance from the villus base to the cluster of BrdU<sup>+</sup> epithelial cells located closest to the villus tip. At least 30 villi were measured in each sample to obtain a mean value. All image analysis and quantification were done in a blinded manner.

### **RNA isolation and quantitative RT-PCR (qPCR)**

Epithelial cell pellets or whole tissue pieces were homogenized in RNA-Bee or RNA STAT-60 reagents (both AMSBIO). Cell pellets were vortexed and tissue pieces were placed in Omni bead tubes and homogenized using a Bead Ruptor Elite bead mill homogenizer (Omni Intl). RNA was isolated with a Direct-Zol RNA MiniPrep Plus kit (Zymo Research) according to the manufacturer's instructions. RNA concentration was measured with a NanoDrop Eight Spectrophotometer. cDNA synthesis was performed with 1 µg of isolated RNA, 0.5 µg of oligo(dT)<sub>20</sub> primer, 1 mM dNTPs, 10 mM DTT, and 50 units of RT SMART MMLV Reverse Transcriptase in First-Strand Buffer (Takara Bio). qPCR was performed with PerfeCTa SYBR Green (Quanta Bio) using the BioRad CFX384 platform. qPCR primer sequences used in this study are listed in Table S3.

The threshold value (CT) was used to calculate the relative abundance of mRNA. The mRNA abundance in each sample was expressed relative to the abundance of *Rpl13* (the reference gene).

To isolate RNA from sorted eosinophils, cells were lysed in 0.5 ml of Tri Reagent (Sigma-Aldrich), incubated at room temperature for 5 minutes, followed by addition of 100 µl of chloroform. The mixture was vigorously shaken by hand, incubated at room temperature for 8 minutes, then centrifuged at 12,000 g for 15 minutes at 4° C. The aqueous phase was isolated and mixed with an equal volume of ethanol. This mixture was added to a Zymo-Spin™ IC Column and further RNA isolation was conducted with the Direct-zol RNA Microprep Kit (Zymo Research) according to the manufacturer's instructions. RNA amount

and quality was measured with the High Sensitivity RNA ScreenTape assay (Agilent) according to the manufacturer's instructions. The RNA integrity number (RIN) of the samples used for sequencing ranged from 6.3 to 7.6.

## Supplemental Figures and Legends

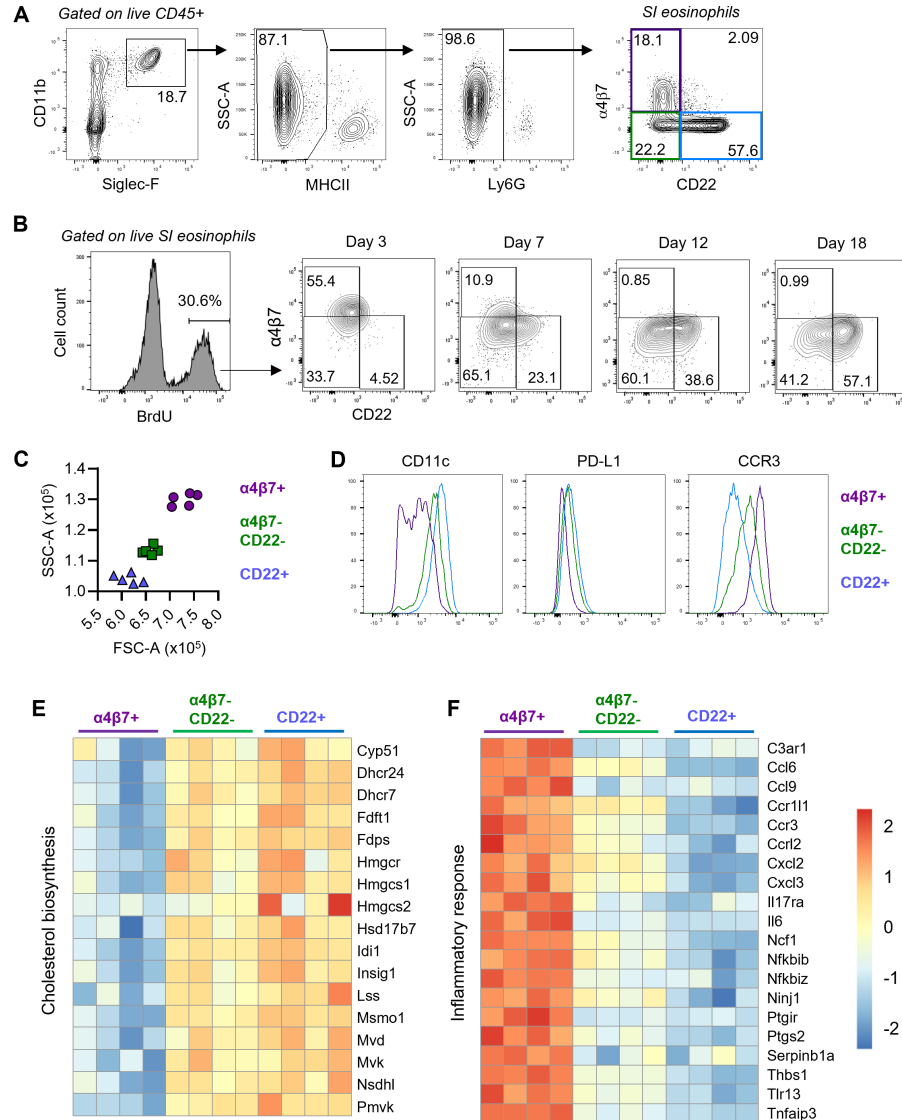

**Figure S1. Eosinophil adaptation to the small intestine involves changes to morphology and gene expression.**

(A) Flow cytometry gating to identify  $\alpha 4\beta 7+$ ,  $\alpha 4\beta 7-$  CD22-, and CD22+ eosinophil subsets. Eosinophils (Zombie Yellow- CD45+ CD11b+ SiglecF+ MHCii- Ly6G-) were isolated from proximal SI lamina propria (LP).

(B) Flow cytometry gating to identify BrdU+ eosinophils (example shown is from day 7) and representative flow plots showing  $\alpha 4\beta 7$  and CD22 analysis on BrdU+ eosinophils from days 3, 7, 12, and 18 of BrdU pulse-chase protocol outlined in Fig. 1A.

(C) Forward scatter area (FSC-A, indicates cell size) and side scatter area (SSC-A, indicates internal complexity/granularity) of  $\alpha 4\beta 7^+$ ,  $\alpha 4\beta 7^-$  CD22 $^-$ , and CD22 $^+$  eosinophil subsets based on flow cytometric analysis (representative of 3+ experiments with 4-5 mice per group).

(D) Flow cytometry analysis of CD11c, PD-L1, and CCR3 staining on  $\alpha 4\beta 7^+$ ,  $\alpha 4\beta 7^-$  CD22 $^-$ , and CD22 $^+$  eosinophil subsets (representative of 3 experiments with 3-4 mice per group).

(E-F) Heatmaps of differentially expressed genes (fold change >1.5, adjusted p-value <0.05) in  $\alpha 4\beta 7^+$ ,  $\alpha 4\beta 7^-$  CD22 $^-$ , and CD22 $^+$  eosinophil subsets, highlighting examples from specific pathways (cholesterol biosynthesis and inflammatory response). 

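The heatmaps of Fig. S1E and F show genes that the paper selected because they were differentially expressed in these libraries, so tests on these lists describe the selection and give no independent check. The 16 genes of Fig. S1E tested here all had higher estimates in α4β7− CD22− and CD22+ than in α4β7+ eosinophils. Their log2 fold changes ranged from 0.65 to 1.87 (median 1.02) in α4β7− CD22−, where 15 were called, and from 0.73 to 2.18 (median 1.35) in CD22+ eosinophils, where all 16 were called. Cyp51 was the gene not called in α4β7− CD22− eosinophils, with a log2 fold change of 0.68 (limma, adjusted p = 0.0582). It was called with the replicate number as a block (adjusted p = 0.00475), rescaling by the 75th percentile (0.041), and quantile normalization (0.0407). Idi1, on chromosome 13 of GRCm38 from 8885501 to 8892451, changed most. Its normalized count was 707.4 ± 221 in α4β7+, 2498 ± 271 in α4β7− CD22−, and 3124 ± 533 in CD22+ eosinophils, with α4β7− CD22− replicate 2 apart from the other libraries of its subset. Pseudogenes match parts of the transcripts of Idi1 (22.6%) and Fdft1 (33.7%), so their reads could have been split between genes. None of the 16 genes was called between the CD22+ and α4β7− CD22− subsets.

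All 20 genes of Fig. S1F had lower estimates in the α4β7− CD22− and CD22+ subsets than in α4β7+ eosinophils, with median log2 fold changes of −1.45 and −2.20, and 14 and 20 of them were called lower. Between CD22+ and α4β7− CD22− eosinophils 18 of the 20 had lower estimates and 6 were called. Thbs1, on chromosome 2 from 118111876 to 118127133, had 33749 ± 2875 normalized counts in α4β7+, 10649 ± 304 in α4β7− CD22−, and 6100.2 ± 994 in CD22+ eosinophils. Il6, which was at or under the floor of 3 reads in every CD22+ library, was at least 59.8-fold lower in CD22+ than in α4β7+ eosinophils.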

The relative expression level of each gene, represented by Z-score (from -2 to +2), is indicated by color as shown in the legend.

(F) Quantification of intestinal permeability in WT and  $\Delta$ dblGata mice, indicated by FITC-dextran assay. Values are normalized to the mean value in the WT group. Representative of 3 experiments with 3-5 mice per group.

(G) Gut transit time in WT and  $\Delta$ dblGata mice, measured by monitoring the passage of carmine red dye after oral administration. Representative of 3 experiments with 3-5 mice per group.

(H) Representative flow cytometry analysis of Ly6C and MHC class II (MHCii) expression on live CD45+ Ly6G- SiglecF- CD103- CD11b+ CD64+ cells in proximal SI LP of WT and  $\Delta$ dblGata mice. Representative of 3 experiments with 3-5 mice per group.

(I-J) Quantification of neutrophils (Neutro), monocytes (Mono), macrophages (Mac), Ly6C+ MHCii+ cells, CD11b- and CD11b+ dendritic cells (DC) in proximal SI LP of WT and  $\Delta$ dblGata mice. Representative of 3 experiments with 3-5 mice per group.

(K) Representative flow cytometry analysis of Ror $\gamma$ t and Gata3 expression among live CD45+ Lineage- TCR- CD90+ cells (innate lymphoid cells, ILCs) in proximal SI LP of WT and  $\Delta$ dblGata mice. Representative of 2 experiments with 3-5 mice per group.

(L) Quantification of ILC2s, ILC3s,  $\gamma\delta$  T cells, Tregs, Th2s, and Th17s in proximal SI LP of WT and  $\Delta$ dblGata mice. See methods for full gating strategy. Representative of 2 experiments with 3-5 mice per group.

All data were analyzed by Student's t-test. \*\*p < 0.01, \*p < 0.05, ns = not significant (p > 0.05).

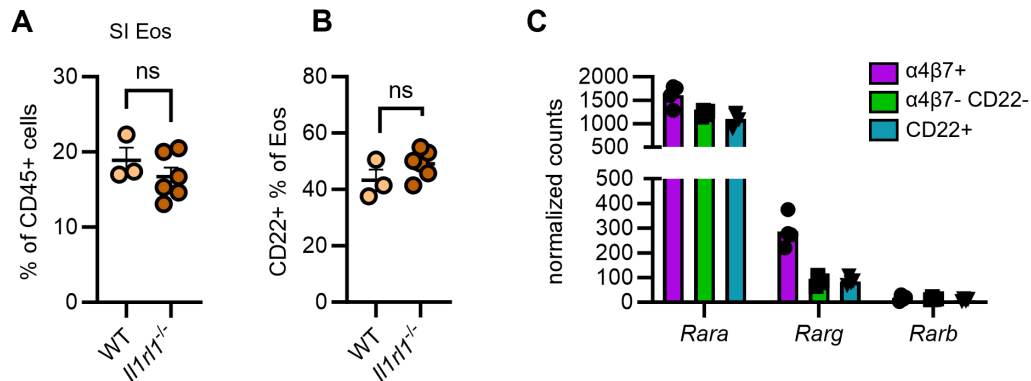

**Figure S3. IL-33 signaling is not required for accumulation of CD22+ villus-resident eosinophils, and expression of RARs in SI eosinophil subsets.**

(A-B) Eosinophil frequency (A, % of total live CD45+ cells) and percent of eosinophils that were CD22+ (B, by flow cytometry) in proximal SI lamina propria (LP) of WT and *Il1rl1*<sup>-/-</sup> (*St2*<sup>-/-</sup>) mice. Representative of 3 experiments with 3-6 mice per group.

(C) Expression level (as normalized counts obtained from DESeq2) of *Rara*, *Rarb*, and *Rarg* in sorted α4β7+, α4β7- CD22-, and CD22+ eosinophil subsets.

Data in A-B are presented as mean ± SEM and were analyzed by Student's t-test. ns = not significant ( $p > 0.05$ ).

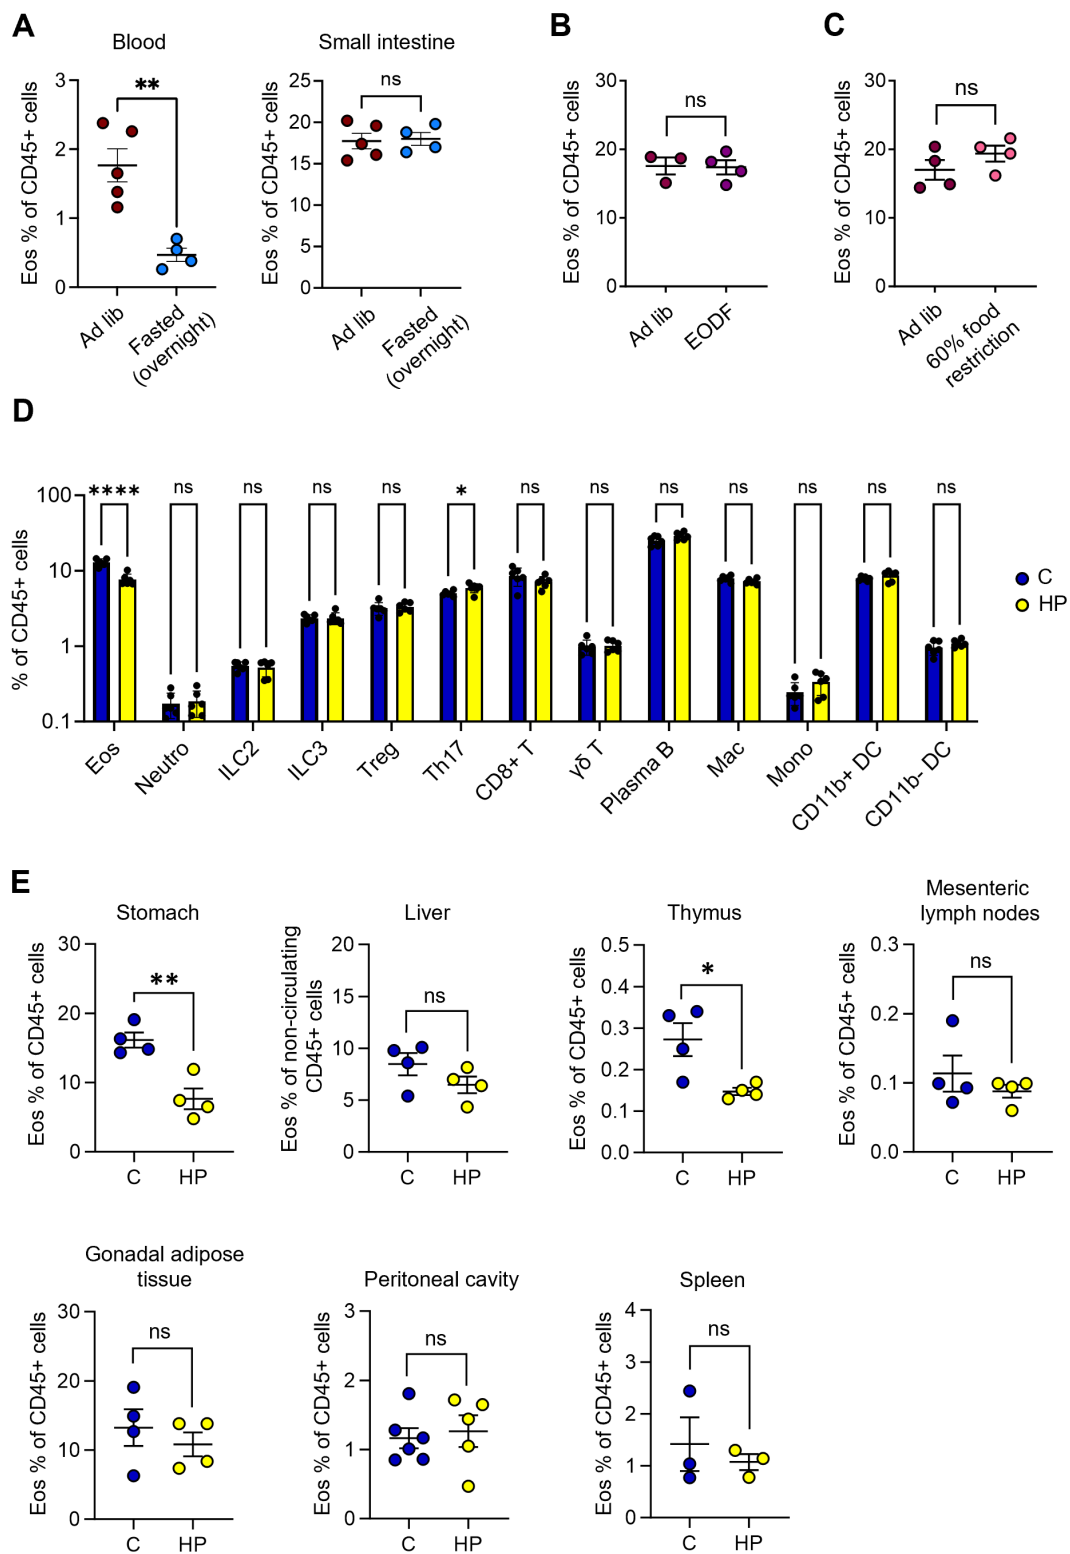

**Figure S4. Food restriction does not reduce SI eosinophils, and the effect of high protein diet is limited to eosinophils in SI, stomach, and thymus.**

(A) Eosinophil frequency in proximal SI lamina propria (LP) and blood of mice that were subjected to an overnight fast or allowed to eat ad libitum (Ad lib), representative of 3 experiments with 3 mice per group.

(B) Eosinophil frequency in proximal SI LP of mice subjected to every other day fasting (EODF) for 15 days or allowed to eat Ad lib, representative of 2 experiments with 4 mice per group.

(C) Eosinophil frequency in proximal SI LP of mice subjected to food restriction (60% of normal intake) or allowed to eat Ad lib for 15 days, representative of two experiments with 3-4 mice per group.

(D) Frequencies of eosinophils (Eos) and other immune cells in proximal SI of mice fed control ("C") or high protein ("HP") diet for 15 days, representative of 3 experiments with 4-5 mice per group (Neutro = neutrophil, Mac = macrophage, Mono = monocyte, DC = dendritic cell)

(E) Eosinophil frequencies in the indicated tissues in mice fed C or HP diets for 15 days. Each plot is representative of at least 2 experiments with 3-4 mice per group.

Data are presented as mean  $\pm$  SEM. All data were analyzed by Student's t-test. \*\*p < 0.01, \*p < 0.05, ns = not significant (p > 0.05).

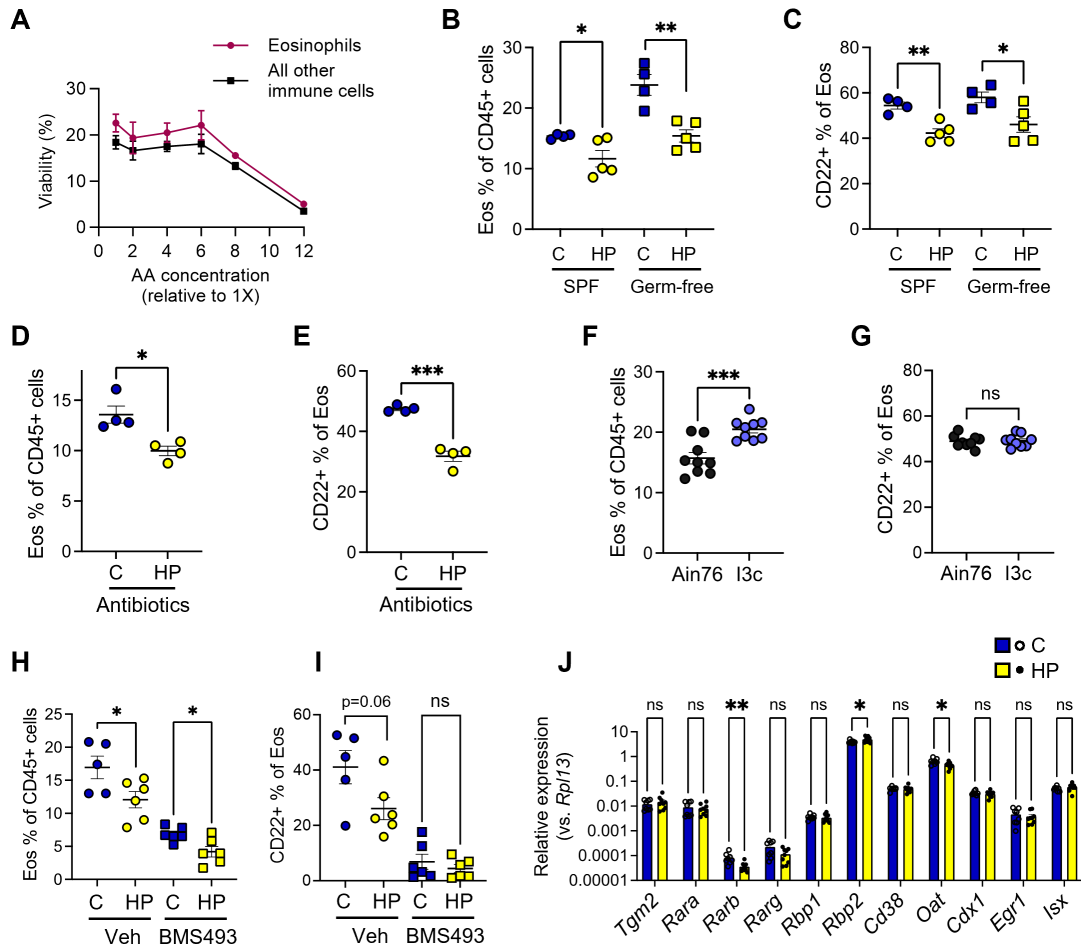

**Figure S5. The effect of high protein diet on SI eosinophils is likely to be indirect and independent of several known regulators of SI eosinophil adaptation.**

(A) SI lamina propria (LP) cells were cultured *ex vivo* with the indicated concentrations of amino acids (1X is equivalent to the standard concentration of amino acids in MEM media). Graph shows the viability of eosinophils compared to the average of all other immune cells after 48 hours of culture, representative of 2 experiments.

(B-C) SI LP eosinophil frequencies and percent of eosinophils that were CD22+ in germ-free and SPF mice after 15 days of feeding with control (“C”) or high protein (“HP”) diet, representative of 3 experiments with 4-6 mice/group.

(D-E) SI LP eosinophil frequencies and percent of eosinophils that were CD22+ in mice treated with a cocktail of broad spectrum antibiotics for two weeks prior to and during feeding with the indicated diets (15 days), representative of 3 experiments with 4 mice per group.

(F-G) SI LP eosinophil frequencies and percent of eosinophils that were CD22+ in mice fed a diet containing the AHR ligand I3C or a control diet (AIN76) for 15 days, data pooled from 2 experiments with 4-5 mice/group.

(H-I) SI LP eosinophil frequencies and percent of eosinophils that were CD22+ in mice treated (daily) with either BMS493 or vehicle control during the last 12 of 15 days of feeding with the indicated diets, data pooled from 2 experiments with 2-3 mice/group.

(J) Relative expression of retinoic acid receptor target genes (relative to *Rp13*) in SI epithelial fraction of mice fed the indicated diets (15 days).

Data are presented as mean  $\pm$  SEM. All data were analyzed by Student's t-test. \*\*\* $p < 0.001$ , \*\* $p < 0.01$ , \* $p < 0.05$ , ns = not significant ( $p > 0.05$ ).

## Supplemental Tables

**Table S1.** Nutritional composition of custom diets used in this study

| Ingredients (g/kg)                          | High carb/low protein (8%) diet (TD.170403) |         | High carb/normal protein (18%) diet (TD.170404) |     | High protein diet (70%)/low carb diet (TD.170405) |          | High fat/low carb diet (TD.220264) |          | 30% Basal Mix (TD.210031) |          | Modified AIN-76A diet with I3C |          | Modified AIN-76A diet without I3C (control) |          |
|---------------------------------------------|---------------------------------------------|---------|-------------------------------------------------|-----|---------------------------------------------------|----------|------------------------------------|----------|---------------------------|----------|--------------------------------|----------|---------------------------------------------|----------|
|                                             | 91.5                                        | 200     | 800                                             | 309 | 305                                               | 239.1    | 239.1                              | 239.1    | 239.1                     | 239.1    | 239.1                          | 239.1    | 239.1                                       | 239.1    |
| Casein (~87% protein content)               |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| L-Cystine                                   |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| DL-methionine                               |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Corn Starch                                 | 317                                         | 260     | 6,398                                           |     |                                                   | 3.42     | 3.42                               | 3.42     | 3.42                      | 3.42     | 3.42                           | 3.42     | 3.42                                        | 3.42     |
| Maltodextrin                                | 132                                         | 132     | 12                                              |     |                                                   | 446.6    | 446.6                              | 446.6    | 446.6                     | 446.6    | 446.6                          | 446.6    | 446.6                                       | 446.6    |
| Sucrose                                     | 270.498                                     | 220.898 | 5                                               |     |                                                   | 129.5    | 129.5                              | 129.5    | 129.5                     | 129.5    | 129.5                          | 129.5    | 129.5                                       | 129.5    |
| Vegetable shortening, hydrogenated (Crisco) |                                             |         |                                                 |     |                                                   | 0        | 0                                  | 0        | 0                         | 0        | 0                              | 0        | 0                                           | 0        |
| Soybean oil                                 | 70                                          | 70      | 70                                              |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Corn oil                                    |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Cellulose                                   | 50                                          | 50      | 50                                              |     |                                                   | 80.8     | 80.8                               | 80.8     | 80.8                      | 80.8     | 80.8                           | 80.8     | 80.8                                        | 80.8     |
| Mineral Mix, w/o Ca & P (98057)             | 13.388                                      | 13.388  | 13.388                                          |     |                                                   | 51.8     | 51.8                               | 51.8     | 51.8                      | 51.8     | 51.8                           | 51.8     | 51.8                                        | 51.8     |
| Mineral Mix (S10001)                        |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Calcium Carbonate                           | 16.3                                        | 17.5    | 24                                              |     |                                                   | 36.3     | 36.3                               | 36.3     | 36.3                      | 36.3     | 36.3                           | 36.3     | 36.3                                        | 36.3     |
| Calcium Phosphate, monobasic, monohydrate   | 21.8                                        | 18.7    | 1.7                                             |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Potassium Phosphate, dibasic                |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Vitamin Mix, AIN-93-VX (94047)              | 15                                          | 15      | 15                                              |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Vitamin Mix (V10001)                        |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Choline Bitartrate                          | 2.5                                         | 2.5     | 2.5                                             |     |                                                   | 10.4     | 10.4                               | 10.4     | 10.4                      | 10.4     | 10.4                           | 10.4     | 10.4                                        | 10.4     |
| TBHQ, antioxidant                           | 0.014                                       | 0.014   | 0.014                                           |     |                                                   | 2.07     | 2.07                               | 2.07     | 2.07                      | 2.07     | 2.07                           | 2.07     | 2.07                                        | 2.07     |
| Indole-3-Cardinol (I3C)                     |                                             |         |                                                 |     |                                                   |          |                                    |          |                           |          |                                |          |                                             |          |
| Protein/Amino acid, g/Kg                    | 79.605                                      | 174     | 696                                             |     |                                                   | 2        | 2                                  | 2        | 2                         | 2        | 2                              | 2        | 2                                           | 2        |
| CHO, g/Kg                                   | 696.8185                                    | 595     | 36.7787                                         |     |                                                   | 211.44   | 211.44                             | 211.44   | 211.44                    | 211.44   | 211.44                         | 211.44   | 211.44                                      | 211.44   |
| Fat, g/Kg                                   | 70.915                                      | 72      | 78                                              |     |                                                   | 590.5594 | 590.5594                           | 590.5594 | 590.5594                  | 590.5594 | 590.5594                       | 590.5594 | 590.5594                                    | 590.5594 |
| Fiber, g/Kg                                 | 50                                          | 50      | 50                                              |     |                                                   | 80.8     | 80.8                               | 80.8     | 80.8                      | 80.8     | 80.8                           | 80.8     | 80.8                                        | 80.8     |
| Ca, g/Kg                                    | 10.0045                                     | 10      | 10.0303                                         |     |                                                   | 5.35     | 5.35                               | 5.35     | 5.35                      | 5.35     | 5.35                           | 5.35     | 5.35                                        | 5.35     |
| P, g/Kg                                     | 6.0033                                      | 6       | 6.0182                                          |     |                                                   | 12.8     | 12.8                               | 12.8     | 12.8                      | 12.8     | 12.8                           | 12.8     | 12.8                                        | 12.8     |
| kcal/g                                      | 3.74                                        | 3.7     | 3.63                                            |     |                                                   | 4.04     | 4.04                               | 4.04     | 4.04                      | 4.04     | 4.04                           | 4.04     | 4.04                                        | 4.04     |

**Table S1.** Nutritional composition of custom diets used in this study.

**Table S2. List of antibodies used in this study**

| <b>Target</b>     | <b>Antibody</b>                                                                                       | <b>Company</b>          | <b>Catalog number</b> | <b>Dilution</b> |
|-------------------|-------------------------------------------------------------------------------------------------------|-------------------------|-----------------------|-----------------|
| $\alpha 4\beta 7$ | Rat monoclonal anti-mouse $\alpha 4\beta 7$ Integrin, Brilliant Violet (BV)421 or AF647, clone DATK32 | BD Biosciences          | 566294                | 1:100           |
| BrdU              | Mouse monoclonal anti-BrdU, APC, clone B44 (for tissue IF staining)                                   | BD Pharmingen           | 51-23619L             | 1:200           |
|                   | Mouse monoclonal anti-BrdU (for tissue immunohistochemistry)                                          | Sigma-Aldrich           | B2531                 | 1:2000          |
|                   | Anti-BrdU, FITC (for flow cytometry, from FITC BrdU Flow Kit)                                         | BD Pharmingen           | 51-23614L             | 1:70            |
| CD3               | Armenian Hamster monoclonal anti-mouse CD3e, FITC clone 2c11                                          | Invitrogen              | 11-0031-82            | 1:200           |
| CD4               | Rat monoclonal anti-mouse CD4, APC-eFluor 780, clone RM4-5                                            | ThermoFisher Scientific | 47-0042-82            | 1:200           |
| CD5               | Rat monoclonal anti-mouse CD5 FITC clone 53-7.3                                                       | BioLegend               | 100606                | 1:200           |
| CD8 $\alpha$      | Rat monoclonal anti-mouse CD8a, PerCP/Cyanine5.5, clone 53-6.7                                        | Biolegend               | 100734                | 1:200           |
| CD8 $\beta$       | Rat monoclonal anti-mouse CD8b, FITC clone eBioH35-17.2                                               | Invitrogen              | 11-0083-85            | 1:200           |
| CD11b             | Rat monoclonal anti-mouse CD11b, Brilliant UltraViolet (BUV)737, clone M1/70                          | BD Biosciences          | 612801                | 1:400           |
| CD11c             | Rat monoclonal anti-mouse CD11c, FITC or PE-Cy7, clone N418                                           | ThermoFisher Scientific | 11-0114-82            | 1:200 or 1:300  |
| CD16/32           | Anti-CD16/32 Fc block                                                                                 | Invitrogen              | 14-0161-86            | 1:400           |
| CD19              | Rat monoclonal anti-mouse CD19, FITC, clone eBio1D3                                                   | ThermoFisher Scientific | 11-0193-82            | 1:200           |
| CD22              | Rat monoclonal anti-mouse CD22, FITC or Alexa Fluor (AF)647, clone OX-97 (for flow cytometry)         | Biolegend               | 126108                | 1:150 or 1:200  |
|                   | Goat polyclonal anti-mouse CD22 (for tissue IF staining)                                              | R&D Systems             | AF2296                | 1:100           |
| CD45              | Rat monoclonal anti-mouse CD45, BUV395, clone 30-F11                                                  | BD Biosciences          | 564279                | 1:400           |
| CD45R (B220)      | Rat monoclonal anti-mouse B220, biotin clone RA3-6B2                                                  | Biolegend               | 103204                | 1:400           |
| CD80              | Armenian Hamster monoclonal anti-mouse CD80 FITC , clone 16-10A1                                      | Biolegend               | 104705                | 1:200           |
| CD90.2            | Rat monoclonal anti-mouse CD90.2, BUV737, clone 53-2.1                                                | BD Biosciences          | 741701                | 1:300 or 1:400  |
| CD103             | Rat monoclonal anti-mouse CD103, BV711 or BV421, clone M290                                           | BDBiosciences           | 564320                | 1:300           |
| CD115             | Rat monoclonal anti-mouse CD115, biotin, clone AFS98                                                  | Invitrogen              | 13-1152-82            | 1:400           |
| CD140a (PDGFRA)   | Rat monoclonal anti-mouse CD140a biotin, clone APA5 (eBio)                                            | Invitrogen              | 323504                | 1:400           |

|                    |                                                                                             |                         |                  |                         |
|--------------------|---------------------------------------------------------------------------------------------|-------------------------|------------------|-------------------------|
| CD274 (PD-L1)      | Rat monoclonal anti-mouse CD274 PE/Dazzle 594, clone 10F.9G2                                | Biolegend               | 124323           | 1:100 or 1:200          |
| FoxP3              | Rat monoclonal anti-mouse FoxP3, PE-Cyanine5.5, clone FJK-16s                               | ThermoFisher Scientific | 35-5773-82       | 1:100 or 1:200          |
| Gata3              | Rat monoclonal anti-mouse Gata-3, PE or AF647, clone TWAJ                                   | ThermoFisher Scientific | 12-9966-42       | 1:100 or 1:200          |
| Gr-1               | Rat monoclonal anti-mouse Gr-1, AF488 or FITC, clone RB6-MC5                                | Biolegend               | 108417           | 1:200                   |
| IgA                | Rat anti-mouse IgA, FITC clone C10-3 or biotin clone C10-1                                  | BD Pharmingen           | 559354 or 556978 | 1:200 or 1:400          |
| Ly6C               | Rat monoclonal anti-mouse Ly6C, APC, clone HK1.4                                            | ThermoFisher Scientific | 17-5932-82       | 1:200                   |
| Ly6G               | Rat monoclonal anti-mouse Ly-6G, PerCP-Cy5.5 or biotin, clone 1A8                           | BD Biosciences          | 560602           | 1:200 or 1:300 or 1:400 |
| MBP                | Rat monoclonal anti-mouse MBP, clone MT2-14.7.3                                             | Mayo Clinic, Arizona    | N/A              | 1:1000                  |
| MHCII (I-A/I-E)    | Rat monoclonal anti-mouse I-A/I-E, FITC, APC-eFluor780, BV711, or biotin, clone M5/114.15.2 | BD Biosciences          | 563414           | 1:300 or 1:400          |
| NK1.1              | Mouse monoclonal anti-mouse NK1.1, FITC or biotin, clone PK136                              | Biolegend               | 108706           | 1:200 or 1:400          |
| Rorgt              | Mouse monoclonal anti-mouse Rorgt, PE or BV421, clone Q31-378                               | BD Biosciences          | 562894           | 1:100 or 1:200          |
| TCR $\alpha\beta$  | Armenian hamster monoclonal anti-mouse TCR beta, PE-Cyanine7, clone H57-597                 | Biolegend               | 109222           | 1:200                   |
| TCR $\gamma\delta$ | Armenian hamster monoclonal anti-mouse TCRg/d APC, clone eBioGL3                            | ThermoFisher Scientific | 17-5711-82       | 1:200                   |
|                    | Armenian hamster monoclonal anti-mouse TCRg/d BV421, clone GL3                              | Biolegend               | 118120           | 1:200                   |
| Ter-119            | Rat monoclonal anti-mouse Ter-119, FITC or biotin, clone Ter-119                            | Biolegend               | 116206           | 1:200 or 1:400          |

**Table S3. List of primers used in this study**

| Gene           | Sequence (5' → 3')                                                     | Ref.* |
|----------------|------------------------------------------------------------------------|-------|
| <i>Ada</i>     | Forward: TCACCCCTGATGACGTTGTG<br>Reverse: ACCGGACCTTGATGCCAAAT         | (1)   |
| <i>Aldh1</i>   | Forward: GCAAAGCTGCGGTGCTATG<br>Reverse: TCACACAAGTCACCCCTTCTC         | (2)   |
| <i>Aldh1a1</i> | Forward: ATACTTGTGCGATTTAGGAGGCT<br>Reverse: GGGCCTATCTTCCAAATGAACA    | (2)   |
| <i>Anpep</i>   | Forward: ACGGCCCATGAAGAGGTAT<br>Reverse: GAGGACGGTTGACCCAGTTG          | (3)   |
| <i>Apoa4</i>   | Forward: TGGTGTGGGATTACTTTACCCAG<br>Reverse: TTGTCCTGGAAGAGGGTACTGA    |       |
| <i>Ccl24</i>   | Forward: CTCTGAACCCACAGCAGCTT<br>Reverse: AATTCCAGAAAACCGAGTGG         |       |
| <i>Cd38</i>    | Forward: GGCCGGAGATGAGAGATCAGA<br>Reverse: GGGGCGTAGTCTTCTCTTG         |       |
| <i>Cdx1</i>    | Forward: GCGGTGGCAGCGGTAAG<br>Reverse: TACCGGCTGTAGTGAAACTCCT          |       |
| <i>Egr1</i>    | Forward: TGAGCACCTGACCACAGAGTC<br>Reverse: ATAGGTGATGGGAGGCAACCG       |       |
| <i>IL17rc</i>  | Forward: CGTGGGTTCTGCGGTATTTG<br>Reverse: GGACATTGTCACCATCAGGCA        | (1)   |
| <i>Isx</i>     | Forward: AGGATCAGCCCCAAGAAGAGAA<br>Reverse: GTCAGGGTAATGGGTGAAGTGG     |       |
| <i>Lct</i>     | Forward: GTCCTCTTCGCTCTTGCTGCT<br>Reverse: GCTGTGTTGTCCCTTGCTTG        |       |
| <i>Maf</i>     | Forward: CCCCACACATACCCTGGACT<br>Reverse: TTGATGGCCCGGTTCAAAGG         |       |
| <i>Nte5</i>    | Forward: TCCTGCAAGTGGGTGGAATC<br>Reverse: AGATGGGCACTCGACACTTG         |       |
| <i>Oat</i>     | Forward: TGGCGGTTTATACCCTGTGTC<br>Reverse: AGTGGGTTTCCGCCGTATG         |       |
| <i>Rara</i>    | Forward: CTGGGCAAGTACACTACGAACA<br>Reverse: TGCACTTGGTGGAGAGTTCAC      |       |
| <i>Rarb</i>    | Forward: GAAAACGACGACCCAGCAAG<br>Reverse: CACGTTCCGGCACCTTTTCG         |       |
| <i>Rarg</i>    | Forward: TCTGGACATCCTAATGCTGCG<br>Reverse: GCATTGTGCATCTGGGTTTCG       |       |
| <i>Rbp1</i>    | Forward: GTGGATCGAGGGTGATGAACT<br>Reverse: GGTTATCTCCTCGGGCTGTT        |       |
| <i>Rbp2</i>    | Forward: CCGCAACTACGACCTGGATT<br>Reverse: AGGTGACCAGGGTCTTGACA         |       |
| <i>Rdh7</i>    | Forward: GTGTCTTTGTGTGGTGGTGGTTAC<br>Reverse: CCACAGCTTCTCTATGCTGTGTGA | (2)   |
| <i>Rpl13</i>   | Forward: AAGAAGGGAGACAGTTCTGCTG<br>Reverse: TGTGATAACTCTGGCCTTTTCCTT   | (3)   |
| <i>Tgm2</i>    | Forward: AGGAGAAGAGCGAAGGGACAT<br>Reverse: TGACCTCGGCAAACACGAAG        |       |
| <i>Treh</i>    | Forward: GGAATCGTACTGGGTGATGG<br>Reverse: TGGGGATATGTCCGTAGGTCT        |       |

\*Reference (this study if blank)

## SI References

1. A. González-Loyola, *et al.*, c-MAF coordinates enterocyte zonation and nutrient uptake transcriptional programs. *J Exp Med* **219**, e20212418 (2022).
2. Y. G. Cao, *et al.*, Faecalibaculum rodentium remodels retinoic acid signaling to govern eosinophil-dependent intestinal epithelial homeostasis. *Cell Host Microbe* **30**, 1295-1310.e8 (2022).
3. Z. A. Sullivan, *et al.*,  $\gamma\delta$  T cells regulate the intestinal response to nutrient sensing. *Science* **371** (2021).

How the deposited data were processed for this re-analysis (not part of the article)

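RNA from α4β7+, α4β7− CD22−, and CD22+ eosinophils of the mouse SI was measured by RNA sequencing in 4 libraries per subset, 12 in all. The authors sorted the cells, pooled 2 mice per library, prepared stranded total RNA libraries from 3 ng of RNA, pseudoaligned the trimmed reads to mm10 with Kallisto, and normalized the counts with DESeq2. The deposited signal values are these normalized counts, which the authors obtained from DESeq2. Whether they were divided by 1 factor per library or by factors that also differ between genes was not tested. Every column of per-library values was matched to a library.

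Whether whole reads could be recovered was tested, since the lowest values of a library should then be multiples of 1 step. Between 53.2% and 76.6% of the lowest values of a library lay within 5% of the step, and the others did not, so the values were treated as a normalized signal and tests made for whole counts were not run. The most frequent low value was taken as the value of 1 read per library, and the estimated reads and the floor of 3 reads taken from it are approximate. A library held between 19760 and 21960 genes above 0.

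Genes were matched to the GENCODE annotation of GRCm38 by Ensembl identifier, and 35968 of the 36047 identifiers matched. Parts of transcripts shared with other genes were found by comparing the transcripts with BLAST 2.17.0 on the same strand. An identity of at least 95% was required, and short matches were left out, so weaker matches were not counted. The search of Lars2 against ribosomal RNA used an identity of at least 90%.

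Genes with an average normalized count above 10 were tested with limma 3.58.1 in R 4.3.3, on log2(normalized count + 1), with all 3 subsets in the model and a trend of the variance with mean expression. The 3 comparisons were α4β7− CD22− with α4β7+, CD22+ with α4β7+, and CD22+ with α4β7− CD22−. Benjamini-Hochberg adjustment was applied within each comparison, and genes were called at an adjusted p of at most 0.05 and a fold change of at least 1.5. On simulated data with 15249 genes, of which 200 were changed singly and a further 60 shifted as a list, 71.5% of the 200 genes were called, 85% of those changed by 2 log2 units, and 4 of 14989 unchanged genes. The simulated genes varied independently of each other, without variation shared by same-numbered libraries. Real genes and libraries shared variation, so these rates may not carry over to the real data.

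For 11 gene lists, limma's camera test was run with the inter-gene correlation estimated for each list, and p was adjusted over 33 tests, or over the 11 lists of 1 comparison where the libraries were split in other ways. The principal component analysis used the 500 genes with the highest variance, with an exact permutation test of the subsets' share of the sum of squares. K-means used 4 clusters and 50 starts on the z-scores of the called genes. Fisher's exact test of a gene list was first run on the cluster that held most of its genes, and was widened to all 4 clusters and 44 tests after that output was seen. The retinoic acid receptor genes were also compared with exact permutation tests. Correlations between libraries were computed on residuals from the subset means, with permutation tests of 100000 resamples. Tables and figures were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15.

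The genes named are those the paper names in its text, in Fig. 1J, or in Fig. S1E and F, and, for each comparison and direction, the 3 genes with the largest log2 fold change among those called, without overlap between the libraries compared and with a mean normalized count of at least 100. Some of these genes are not reported here. The alternatives tried were a pseudocount of 0.1 or 10, no filter or a filter at 50, rescaling by the 75th percentile, quantile normalization, limma without the trend, the adjusted p alone, a model of only the subsets compared, the replicate number as a block, a fixed inter-gene correlation of 0.01, ribosomal protein genes left out of the library total, genes scaled to unit variance in the principal component analysis, other numbers of genes or clusters, another seed for K-means, and each library left out in turn. The raw reads and the gene ontology analysis were not used here. Because the paper's text does not state whether libraries with the same number came from the same mice, the model without the block was the main one and the model with it an alternative.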

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

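The tests of RNA from plasma cells, of Paneth cell and enterocyte genes, and of the sources of Lyz2 were chosen only after the results were seen.

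A library far from the other 3 of its subset was looked for with Dixon's test in 261 groups of 4 libraries. It was found in 8 groups, fewer than the 13.1 that chance gives, so these libraries are reported without weight on any of them. Dixon's ratio was 0.878 for Ccl6 in CD22+ replicate 4 (1409 normalized counts against 1637 to 1671), 0.866 for Lilra6 in α4β7+ replicate 4 (5547 against 6156 to 6256), and 0.937 for Idi1 in α4β7− CD22− replicate 2 (2905 against 2347 to 2378). For Pmvk it was 0.854 in α4β7+ replicate 4 (460.8 against 564.4 to 584.3) and 0.83 in CD22+ replicate 1 (1422 against 1070 to 1123), and for Ncf1 it was 0.88 in α4β7+ replicate 1 (61760 against 59500 to 59770). The mean score of the translation factor genes was apart in α4β7+ replicate 3 (0.842), and that of the genes of Fig. S1F in α4β7− CD22− replicate 2 (0.839). The libraries are spread over 6 samples, the labels give no batch, and 88.3% of the transcript of Lilra6 matches Pirb. No biological explanation was tested for single libraries.

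Transcripts of plasma cells, which the paper does not discuss for these libraries, were present in every library. The marker genes summed to 18320 normalized counts in the lowest library, and the subset means were 37910 in α4β7+, 39300 in α4β7− CD22−, and 48270 in CD22+ eosinophils, or 0.233% to 0.33% of the total. Within subsets, Igha, Igkc, and Jchain rose and fell together over the 12 libraries. The lowest of the 3 pairwise correlations was 0.988, between Igkc and Jchain (permutation test, p = 0.00046, adjusted p = 0.000767 over 5 relations), with a Spearman's rho of 0.965 (permutation p = 0.00079), and it was 0.977 without the 2 libraries farthest from the median. A candidate explanation is RNA from plasma cells in the sorted samples. Expression by eosinophils was not tested and cannot be told apart from it.

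Paneth cell marker genes summed to 96.48 normalized counts in the lowest library, with means of 468.8, 302.7, and 1103 in the α4β7+, α4β7− CD22−, and CD22+ subsets. Their median log2 fold change in CD22+ over α4β7− CD22− was 1.67, with 9 of 10 genes higher (camera, adjusted p = 0.339 over 27 tests). These 10 genes include Itln1 and Defa30, so the median and the count are not independent of the rise of those genes. Within subsets, 8 Paneth cell genes other than Itln1 and Defa30 rose and fell with Itln1 and Defa30 over the 12 libraries (Pearson's r 0.792, permutation test, p = 0.00289, adjusted p = 0.00361, and Spearman's rho 0.79, permutation p = 0.00382, adjusted p = 0.00478). Without the 2 libraries farthest from the median, r was 0.718. RNA from Paneth cells may therefore contribute to the Itln1 and Defa30 counts, and higher expression in CD22+ eosinophils cannot be told apart from it. In the same comparison the median log2 fold change of 18 enterocyte markers was −0.174, with 6 of them higher, and that of 6 goblet cell markers was 0.316, with 5 higher. Both lie below that of the Paneth cell markers, but the summed counts of goblet cell markers rose from a mean of 1069 to 1779 and those of enterocyte markers from 10070 to 12830, so a contribution of RNA from other epithelial cells cannot be excluded.

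Enterocyte marker genes summed to 5947 normalized counts in the lowest library, with means of 9051, 10070, and 12830 in the 3 subsets in the same order. Macrophage or dendritic cell marker genes summed to 15270 in the lowest library, with means of 17640, 16840, and 20350. No test bears on where these transcripts came from, and no biological explanation was tested. The macrophage or dendritic cell markers other than Lyz2 had a median log2 fold change of 0.303 between CD22+ and α4β7− CD22−, above 0 but below the 1.11 of Lyz2. RNA of such cells that raised Lyz2 only as much as the other markers would leave most of its rise unexplained, while a part of the rise cannot be told apart from such RNA. Reads shared with Lyz1 could make Lyz1 and Lyz2 rise and fall together, or move apart where reads are divided between them. Within subsets their correlation was −0.339 (permutation test, p = 0.419, adjusted p = 0.419, Spearman's rho −0.371, permutation p = 0.313, 12 libraries), or 0.037 without the 2 libraries farthest from the median. Since sharing allows either sign, this cannot settle whether reads were shared.

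Lars2, which the paper does not discuss, had the highest normalized count of all genes, from 122359 to 616183, or 0.812% to 3.76% of a library's total. Its mean was 477100 ± 144600 in α4β7+, 272900 ± 119200 in α4β7− CD22−, and 318700 ± 64360 in CD22+ eosinophils. The log2 fold change from α4β7+ to α4β7− CD22− was −0.87 (limma, adjusted p = 0.0718). Whether ribosomal RNA reads were assigned to Lars2 through shared sequence cannot be told. Among 358 genes of ribosomal RNA type or that carry such sequence, the longest match to a Lars2 transcript was 19 bases, at 94.7% identity, but the sequences searched were not shown to include all of the ribosomal RNA, such as 28S. Other technical sources of this signal, and a biological one, were not tested.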

How the results depend on the processing

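The comparisons, the 11 gene lists, the thresholds of the calls, naming rule, and alternatives were set before the data were examined, and no alternative was added later.

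Tests with edgeR and DESeq2 on recovered whole reads were not run, because whole reads could not be recovered. The filter at 50 gives no result for genes with lower averages.

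The numbers of genes called changed most with the adjusted p alone, to 2265 (α4β7− CD22− with α4β7+), 3223 (CD22+ with α4β7+), 164 (CD22+ with α4β7− CD22−), and 3573 in any comparison. Without the trend, limma called 54 genes in the comparison of CD22+ with α4β7− CD22−, 52 of them among the 92. The other alternatives stayed within 1.5 times each count, and the fits that each left out 1 library gave 1116 to 1227, 1656 to 1825, 64 to 93, and 1905 to 2054. The subsets' share of the sum of squares was 27.5% to 38.9% under the alternatives and 26.9% to 30.7% with 1 library left out, with an exact p of at most 0.0326.

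Of the 33 gene list tests, 14 passed an adjusted p of 0.05, and 10 to 15 with 1 library left out. With the correlation fixed at 0.01, 28 passed, among them 14 that had not. In α4β7− CD22− against α4β7+ these were the ribosomal protein (−0.62), translation factor (−0.27), cholesterol synthesis (0.93), DNA replication (0.28), and transcription factor genes (0.097). In CD22+ against α4β7+ the same lists passed (−0.91, −0.30, 1.15, 0.32, and 0.14). In CD22+ against α4β7− CD22− the ribosomal protein (−0.33), translation factor (−0.083), cholesterol synthesis (0.31), and Fig. S1E genes (0.32) passed. Here the medians did not move, and only the correlation assumed between genes did.

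With the filter at 50, 9 tests passed. Those lost, all with an adjusted p of 0.0617, were the Fig. S1E genes (1.02 and 1.35 in the comparisons with α4β7+), the inflammation (−0.61) and dissociation response genes (−0.31) in α4β7− CD22− against α4β7+, and the glycolysis genes (−0.15) in CD22+ against α4β7− CD22−. The last was also lost with the 75th percentile (−0.091, adjusted p = 0.0632), quantile normalization (−0.082, adjusted p = 0.0964), ribosomal protein genes left out of the total (−0.043, adjusted p = 0.0748), and the replicate block (−0.10, adjusted p = 0.0776). With the block the cholesterol synthesis genes passed in both comparisons with α4β7+ (0.93, adjusted p = 0.0335, and 1.15, adjusted p = 0.0331), and the inflammation genes in α4β7− CD22− did not (−0.61, adjusted p = 0.0529). The cause was not tested.

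With 1 library left out, these lists changed sides of the threshold in some fits. In α4β7− CD22− against α4β7+ the medians ran from −0.302 to −0.242 for translation factor, 0.845 to 1.073 for cholesterol synthesis, 0.911 to 1.152 for Fig. S1E, −0.633 to −0.575 for inflammation, and 0.226 to 0.321 for DNA replication genes. In CD22+ against α4β7+ they ran from −0.35 to −0.261 for translation factor, 1.019 to 1.314 for cholesterol synthesis, 1.201 to 1.509 for Fig. S1E, and 0.271 to 0.363 for DNA replication genes, and in CD22+ against α4β7− CD22− from −0.202 to −0.048 for glycolysis genes. The Fig. S1E and S1F genes were chosen by the paper from these data and show no stability. The glycolysis genes passed in both comparisons with α4β7+ under the 7 alternatives run for the gene lists and with any 1 library left out, with an adjusted p of at most 0.0243.

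Of 207 results for named genes, most kept their direction and side of the threshold. Some estimates reversed, and the cause was not tested. With a pseudocount of 10, Rarb was −0.036 in α4β7− CD22− against α4β7+. With quantile normalization, Siglecf (0.12) and Itgam (0.06, otherwise −0.226 with an adjusted p of 0.0265) reversed in CD22+ against α4β7+, and Rarg (−0.05), Itga4 (0.084), Siglecf (0.007), Itgam (0.078), Ahr (0.027), Csf2rb (0.049), and Ccl9 (−0.017) in CD22+ against α4β7− CD22−. With 1 library left out the reversed estimates ran from −0.236 to 0.847 for Defa30 and −0.503 to 0.453 for Rarb in α4β7− CD22− against α4β7+, and from −0.066 to 0.002 for Siglecf and −0.017 to 0.063 for Ahr in CD22+ against α4β7+. In CD22+ against α4β7− CD22− they ran from −0.116 to 0.137 for Rarg, −0.696 to 0.076 for Il1rl1, −0.302 to 0.352 for Ccl9, −0.422 to 0.22 for Serpinb1a, and −0.129 to 0.173 for Slpi. Over all fits with 1 library left out, 55 gene results were weaker, 8 stronger, and 18 reversed, while 2403 stayed the same. Between CD22+ and α4β7− CD22−, Il4 lost its call in 11 of these 12 fits, Ptger3 in 9, Cyp1b1 in 7, B3galt5 in 6, Il6 and Klra17 in 5 each, and Lyz2 in 3. Against α4β7+, Defa30 and Itgax lost theirs in CD22+ in 5 and 1, and Cxcl2 in α4β7− CD22− in 3. Calls were gained against α4β7+ by Rara in CD22+ in 3 fits and by Cyp51 in α4β7− CD22− in 2. Between CD22+ and α4β7− CD22−, Ptgs2 gained a call in 2 fits and Itln1 in 1. With only these subsets in the model, Ptgs2 (−0.742, adjusted p = 0.0457) and Nfasc (1.56, adjusted p = 0.00264) were also called.

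Depth limits Il6 in CD22+ eosinophils, where the fold change depends on the pseudocount, and Rarb, with library values down to 2.68 normalized counts.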

Differences from the paper's values

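No test given here was chosen after the result was seen, but the fold of Il6 was treated as a lower bound only after its value was seen.

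In Fig. 1H the paper's PC1 holds about 46% of the variance and its PC2 about 29%, both read by eye. Here PC1 held 23.8% and PC2 18.4%. Among the alternatives set before the data were examined, a pseudocount of 10 brought PC1 to 32.6%, within 1.5 times the paper's value. The other 5 alternatives left PC1 between 22.4% and 26.9%, and the fits that each left out 1 library between 22.7% and 25.8%, and none of these came within that factor. PC2 came within 1.5 times the paper's value with a pseudocount of 10 (25%), with the mean of each replicate number removed (20.1%), and in each fit that left out an α4β7− CD22− library (19.4% to 20.5%). It did not with 2000 genes (16.8%), with all tested genes (14.4%), with genes scaled to unit variance (14%), with quantile normalization (18.6%), or in the fits without an α4β7+ or a CD22+ library (16.5% to 19.3%).

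The log2 fold change of Il6 between CD22+ and α4β7− CD22− is about −3.6 in Fig. 1J, read by eye, and was −2.49 here. Every CD22+ library was at or under the floor of 3 reads, so the fold here is a lower bound, at least 2.4-fold lower, and the difference from the paper's value does not count as one. Over the alternatives the log2 fold change ran from −4.41 with a pseudocount of 0.1 to −0.712 with a pseudocount of 10, and the adjusted p from 0.0124 to 0.257. With quantile normalization the log2 fold change was −2.66.

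The paper lists Itln1, Defa30, and Ear2 among the genes that differ between CD22+ and α4β7− CD22− eosinophils. Here their log2 fold changes were 1.61 (limma, adjusted p = 0.239), 2.02 (adjusted p = 0.302), and −0.96 (adjusted p = 0.111), and none was called. Without CD22+ replicate 4, Itln1 had a log2 fold change of 2.13 (adjusted p = 0.05) and was called, and no other setting tried called any of the 3 genes. All these settings used limma on log2 values. The paper used DESeq2, which was not run here, so a difference between the methods is not excluded.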

Other observations

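The test of a single library for the ribosomal protein genes was chosen only after the result was seen.

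The number of genes called was compared with that under other splits of the same 8 libraries into 2 groups of 4. Libraries with the same replicate number shared some variation, so the real split was set against the 8 splits that part all same-numbered libraries, itself included. For α4β7− CD22− with α4β7+, 1 of 8 splits called as many genes (1228 in the real split and at most 1 in the others) and 1 of 8 changed as many gene lists (5). For CD22+ with α4β7+ it was 1 of 8 for genes (1829 and 0) and 1 of 8 for gene lists (9), and for CD22+ with α4β7− CD22− 1 of 8 for genes (92 and 0) and 1 of 8 for gene lists (4). Here p was adjusted over the 11 gene lists of a comparison, since each split was run for 1 comparison, and over all 33 tests 5 gene lists rather than 9 passed for CD22+ with α4β7+, without the ribosomal protein, translation factor, and cholesterol synthesis genes among them. At an unadjusted p under 0.05 the other splits of this kind had 334 to 1194, 338 to 1680, and 329 to 704 genes in the comparisons in the order above, against 4130, 4874, and 1474 in the real splits. With 8 splits the share cannot fall under 0.05. Across all 12 libraries, only the real one of 100 splits within replicate numbers (1 of 100) called as many genes in at least 1 comparison (2044), and the next highest called 1837, so a count this high is not favored to arise by grouping alone. Of the 35 splits of each comparison, the 24 that part 2 same-numbered pairs called at most 1, 12, and 1 genes in the comparisons in the order above, and the 3 that part none at most 1, 0, and 51, so in each comparison the real split called the most genes of the 35. The split with 51 genes set replicates 1 and 2 of α4β7− CD22− and CD22+ against replicates 3 and 4. The labels give no batch for these replicates.

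The lower expression of inflammation genes in CD22+ than in α4β7+ eosinophils was set against a response to tissue dissociation. The 21 dissociation response genes outside the inflammation lists were lower as well, with a median log2 fold change of −0.40 and 14 of 21 genes lower (camera, p of 0.00147). The difference in inflammation genes can therefore not be told apart from a difference in the response to dissociation. The same libraries do not show which of them came before the other. Neutrophil marker genes, which the paper does not discuss for these libraries, summed to means of 20080 normalized counts in α4β7+, 8924 in α4β7− CD22−, and 5910 in CD22+ eosinophils. All 5 of them that were tested were called between CD22+ and α4β7+, 3 lower and 2 higher, with a median log2 fold change of −2.461 (camera, adjusted p = 0.809 over 27 tests). This does not settle whether a change in RNA from neutrophils contributes to the fall of the inflammation genes.

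The lower expression of ribosomal protein genes in CD22+ than in α4β7+ eosinophils, with a median log2 fold change of −0.91, was set against 3 technical explanations. Among 10000 random lists drawn from genes near them in transcript length and mean expression, 0% had a median as low, the lowest was −0.50, and the median list was at −0.28. The match was not close, since the transcripts drawn from had a median length of 1310 bases against 1080 and a median log2 expression of 10.85 against 11.14. Among 10000 lists matched on GC content and mean expression, 0% had a median as low, the lowest was −0.17, and the median list was at −0.02. Random lists lack the correlation between ribosomal protein genes (0.695), so their medians spread less than those of such a set would, and these shares are not p-values. Without α4β7+ replicate 2, the library farthest from the others in the principal component analysis, the median was −0.851. Lower expression of these genes in the CD22+ subset cannot be told apart from a bias with transcript length, and the test of the whole list did not pass an adjusted p of 0.05. Other technical explanations, such as RNA quality, were not tested.

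Whether aryl hydrocarbon receptor activity rises with Cyp1b1 was tested on other target genes, from lists written after other results had been seen but before these tests. Of 8 listed genes 5 could be tested, with a median log2 fold change of −0.29 between CD22+ and α4β7+ eosinophils and 2 of 5 higher (camera, p of 0.754), so no joint rise was seen. Whether retinoic acid receptor activity rises was tested in the same way. The 9 of 12 target genes tested had a median of −0.58, with 2 of 9 higher and 2 called lower (camera, unadjusted p of 0.036). No rise was seen, and a fall is not claimed from an unadjusted p.

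The paper does not report eosinophil marker genes as a list. For 10 of them the median log2 fold change was −0.64 between CD22+ and α4β7− CD22− (camera, adjusted p = 0.0486 over 27 tests, with 9 of 10 lower) and −1.26 between CD22+ and α4β7+ (adjusted p = 0.0576, with all 10 lower and 8 called). No explanation was tested.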
